# Functional delineation of rice *MADS29* reveals its role in embryo and endosperm development by affecting hormone homeostasis

**DOI:** 10.1093/jxb/ert231

**Published:** 2013-08-08

**Authors:** Saraswati Nayar, Rita Sharma, Akhilesh Kumar Tyagi, Sanjay Kapoor

**Keywords:** Cytokinin, embryo, endosperm, MADS box, *Oryza sativa*, starch, seed development.

## Abstract

Rice MADS29 has recently been reported to cause programmed cell death of maternal tissues, the nucellus, and the nucellar projection during early stages of seed development. However, analyses involving OsMADS29 protein expression domains and characterization of OsMADS29 gain-of-function and knockdown phenotypes revealed novel aspects of its function in maintaining hormone homeostasis, which may have a role in the development of embryo and plastid differentiation and starch filling in endosperm cells. The *MADS29* transcripts accumulated to high levels soon after fertilization; however, protein accumulation was found to be delayed by at least 4 days. Immunolocalization studies revealed that the protein accumulated initially in the dorsal-vascular trace and the outer layers of endosperm, and subsequently in the embryo and aleurone and subaleurone layers of the endosperm. Ectopic expression of MADS29 resulted in a severely dwarfed phenotype, exhibiting elevated levels of cytokinin, thereby suggesting that cytokinin biosynthesis pathway could be one of the major targets of OsMADS29. Overexpression of *OsMADS29* in heterologous BY2 cells was found to mimic the effects of exogenous application of cytokinins that causes differentiation of proplastids to starch-containing amyloplasts and activation of genes involved in the starch biosynthesis pathway. Suppression of *MADS29* expression by RNAi severely affected seed set. The surviving seeds were smaller in size, with developmental abnormalities in the embryo and reduced size of endosperm cells, which also contained loosely packed starch granules. Microarray analysis of overexpression and knockdown lines exhibited altered expression of genes involved in plastid biogenesis, starch biosynthesis, cytokinin signalling and biosynthesis.

## Introduction

Hormones play a crucial role in regulating development of seeds, starting from early embryo and endosperm patterning till its maturation (Sun *et al*., 2010). In cereals, cytokinins are required during early endosperm development (5–10 days after pollination (DAP) in maize, 6–15 DAP in rice) where their presence coincides with active cell division, which also corresponds to the grain filling stage (Lur and Setter, 1993; Yang *et al*., 2000, 2002). Auxin accumulation, however, peaks at a later stage (first peak at 9–11 DAP, second peak at 20 DAP), when cells in the endosperm and the embryo enter the phase of differentiation (Lur and Setter, 1993). At later stages of seed development, the levels of auxin and cytokinin decline, leading the way for the maturation- and dormancy-related hormones, abscisic acid, and gibberellic acid (White *et al*., 2000).

During grain filling, sugars are translocated from vegetative tissues to the developing endosperm, converted to amylose and amylopectin, and stored in the form of starch granules in modified plastids called amyloplasts (Thomson and Whatley, 1980; Sonnewald and Kossmann, 2013). The molecular aspects of differentiation of starch-storing amyloplasts from the undifferentiated proplastids are largely unknown, although cytokinins have been shown to be involved in the process of grain filling in cereals (Yang *et al*., 2000). Major work on proplastid differentiation and the role of hormone homeostasis therein has been carried out in the tobacco BY-2 cell line, which is maintained in a medium containing auxin (2-4D). Upon addition of cytokinin (6-benzylaminopurine) to the medium, proplastids in BY-2 cells differentiate into amyloplasts and develop starch granules (Miyazawa *et al*., 2002). The process of plastid differentiation is accompanied by induction of several nucleus-encoded plastid genes related to starch biosynthesis, such as *ADP-glucose pyrophosphorylase* (*AgpS)* and *GRANULE BOUND STARCH SYNTHASE* (*GBSS*) (Miyazawa *et al*., 1999). Cytokinins have also been shown to regulate plastid biogenesis and function in *Lupinus luteus*, maize, and tobacco (Kusnetsov *et al*., 1998; Polanska *et al*., 2007; Brovko *et al*., 2010).

MADS-box transcription factors are homeotic genes that have primarily been associated with flower development (Kater *et al*., 2006). However, some MADS-box genes were also predicted to play roles in regulation of seed development in rice (Arora *et al*., 2007). In *Arabidopsis*, two MIKC^C^ B-sister MADS-box genes, *ABS/TRANSPARENT TESTA16* (*TT16*) and *GORDITA* (*AGL63*), have been shown to play a role in seed and fruit development. *ABS/TT16* knockout results in the absence of the endothelial layer, which results in seeds lacking proanthocynadin accumulation, thereby affecting seed coat colour without any effect on seed set (Nesi *et al*., 2002). *GORDITA* is another B-sister gene in *Arabidopsis* and has a role in maintaining cell size of the outer integument in the seed and additional role in repressing fruit growth (Prasad *et al*., 2010). *FBP24* closely resembles the *Arabidopsis ABS/TT16*, and its knockout in petunia results in complete ablation of the endothelial layer leading to a lower seed set (de Folter *et al*., 2006). Furthermore, a MIKC^C^ B-sister gene (*Wheat B-sister*, *WB*_*SIS*_), along with a D-class gene (*SEEDSTICK*, *STK*), has been shown to be associated with ectopic ovule formation in the pistil-like stamens of alloplasmic wheat CMS line, which exhibits pistillody (development of incomplete ectopic ovules from the pistil-like stamens) (Yamada *et al*., 2009). Taken together, these reports suggest the involvement of the B-sister class of MADS in ovule and seed/fruit development in both dicots and monocots.

*OsMADS29* is a MIKC^C^ class type II MADS-box gene that, with two other MADS-box genes, *OsMADS30* and *OsMADS31*, belongs to the B-sister subclade in rice (Arora *et al*., 2007). This gene is expressed in seeds (Arora *et al*., 2007) and has been implicated in endosperm development by means of programmed cell death-driven degeneration of maternal as well as filial tissues (Yang *et al*., 2012; Yin and Xue, 2012).

In the present study, a combination of microarray, qPCR, Western, and immunolocalization analyses were carried out to determine the precise spatiotemporal domains of *OsMADS29* expression. The analysis of the *MADS29* gain-of-function phenotype highlighted its important role in regulating hormone homeostasis. The ability of *OsMADS29* to mimic the effects of exogenously added cytokinins in the heterologous tobacco BY-2 cells indicated that the *OsMADS29* targets, which influence cytokinin biosynthesis, exist in both dicots and monocots. The RNAi-based knockdown phenotype highlighted its role in endosperm and embryo development. Taken together, the results suggest that *MADS29* plays a role in multiple aspects of seed development, including plastid biogenesis, starch biosynthesis, cell division, and differentiation in both embryo and endosperm by affecting cytokinin and auxin homeostasis in target cell types. A comparison of the transcript and protein accumulation patterns show that the expression of *OsMADS29* is tightly regulated at the transcriptional as well as the post-transcriptional level.

## Materials and methods

### Plant material and growth conditions

Wild-type (WT) and transgenic (*Oryza sativa* subsp. indica var. PB1) rice plants were grown in soil/vermi-compost/organic compost mix (3:1:2) supplemented with NPK in the growth chamber with a 14/10 light/dark cycle at 30/28 °C until tillering, and then, to facilitate flowering, with a 12/12 light/dark cycle at 28/26 °C. Leaves and seeds were collected, frozen in liquid nitrogen, and stored at –70 °C until further use. For immunolocalization, protein isolation, and RNA isolation, rice plants (*O. sativa* subsp. indica var. IR64) were grown at experimental fields of IARI (Pusa, New Delhi) in kharif season (from mid-June to September; T_max_ 35–40 °C; T_min_ 25–29 °C).

### Preparation of constructs and plant transformation

Rice transgenics for *MADS29* knockdown and overexpression lines and BY2 transgenics overexpressing *MADS29* were generated. A detailed description of constructs and plant transformation are described in Supplementary Methods S1 (available at *JXB* online).

### Western blot analysis and immunolocalization of MADS29

Protein was extracted from S1–S5 seed stages, P1–P6 panicle stages, mature leaf, mature root, and germinating seeds (0–120h after imbibition). For detailed description of protein extraction, Western blot analysis, and immunolocalization, refer to Supplementary Methods S1.

### Morphological and anatomical characterization of rice transgenics

*MADS29*-overexpression (MADS29^OX^) plants were photographed using a digital camera (EOS 1000, Canon, Japan). Florets of MADS29^OX^ and seeds of RNAi-knockdown (MADS29^KD^) were dissected and photographed using a stereozoom microscope (MZ12.5, Leica, Wetzlar, Germany). Lamina joints of WT and MADS29^OX^ and the mature embryo regions of MADS29^KD^ and WT seeds were fixed in formaldehyde/acetic acid/ethanol (3.7:5:50) overnight, dehydrated in a graded ethanol series (30–100%) followed by a graded tertiary-butanol series (25–100%), and embedded in Paraplast Plus (Sigma Aldrich). Sections (4–6 µm thick) were cut using a Leica RM2245 rotary microtome and were stained with 1% toluidine blue, mounted in distyrene plasticizer xylene, and observed under a compound microscope (DM 5000B, Leica). Seed morphology and endosperm characteristics were observed under a scanning electron microscope (EvoLS25, Zeiss, Germany) as described previously (She *et al*., 2010).

### Visualization of starch granules in BY2 transgenic cell lines

To study the morphological characters of the transgenic and WT BY2 cells, a drop of the unstained or stained (Lugol’s solution; 5%, w/v, I_2_ in 10% KI) 3-day-old cell culture (grown in Linsmaier Skoog medium containing 0.2mg/l 2,4-D) was spotted on a slide and observed using DIC optics (DM 5000B, Leica). BY2 cells expressing *MADS29* were subjected to different concentrations of 2,4-D (0.4 and 0.6mg/l) for 3 days and observed under the microscope (DM 5000B, Leica) and photographs were taken using the digital camera attached to it.

### RNA isolation

For details regarding RNA isolation, refer to Supplementary Methods S1.

### Transcriptome analysis of MADS29^OX^ and MADS29^KD^ plants

Microarray of *MADS29* knockdown lines and overexpression lines was performed according to the Affymetrix protocol. For further details of the microarray experiment and analysis, refer to Supplementary Methods S1. The microarray data have been deposited into the Gene Expression Omnibus database (GSE42029 and GSE42028; http://www.ncbi.nlm.nih.gov/geo).

### Quantitative PCR analysis

Quantitative PCR (qPCR) reactions and conditions were carried out as described by Arora *et al*. (2007). For further details, refer to Supplementary Methods S1 and Supplementary Table S4.

### Phylogenetic analysis

Phylogenetic analysis for MADS29 and its related members was carried as described in Supplementary Methods S1.

### Hormone extraction and ultra-high-performance chromatography

For details regarding hormone extraction and ultra-performance liquid chromatography (UPLC), refer to Supplementary Methods S1.

## Results

### *OsMADS29* phylogenetic and expression analyses

*OsMADS29* (LOC_Os02g07430) codes for a putative B-sister-type MIKC^C^ transcription factor, which, along with its orthologues in *Zea mays* (ZMM17; Becker *et al*., 2002), *Sorghum bicolor* (SbB-SISTER, NCBI accession ref|XP_002453370.1|), *Triticum aestivum* (TaAGL35; Yamada *et al*., 2009), and *Hordeum vulgare* (HvB-SISTER, NCBI accession dbj|BAK06913.1|), forms a distinct monocot-specific subgroup (Supplementary Fig. S1). *OsMADS29* transcripts have been shown to accumulate specifically in seeds from the day of anthesis to up to 20 DAP, corresponding to S1–S4 stages of seed developmental (Lee *et al*., 2003; Arora *et al*., 2007; Yin and Xue, 2012). The seed development stages correspond to 0–2 (S1), 3–4 (S2), 5–10 (S3), 11–20 (S4), and 21–29 DAP (S5), respectively (Sharma *et al*., 2012). The expression meta-analysis, however, revealed *OsMADS29* expression also in the gynoecium in pre-anthesis spikelets (ROAD; http://www.ricearray.org/expression/meta_analysis.shtml). The *OsMADS29* expression was validated using qPCR, where the results were found to be in complete agreement with this group’s previously described microarray results (Lee *et al*., 2003; Arora *et al*., 2007; Yin and Xue, 2012), where high levels of *OsMADS29* transcripts were found to accumulate during S1–S4 stages of seed development, with almost undetectable expression in vegetative and panicle tissues (Fig. 1A, B). The absence of *MADS29* transcripts from the pre-anthesis-stage gynoecium might be either due to restricted expression in specific cell types of the gynoecium or varietal differences, or both.

**Fig. 1.**
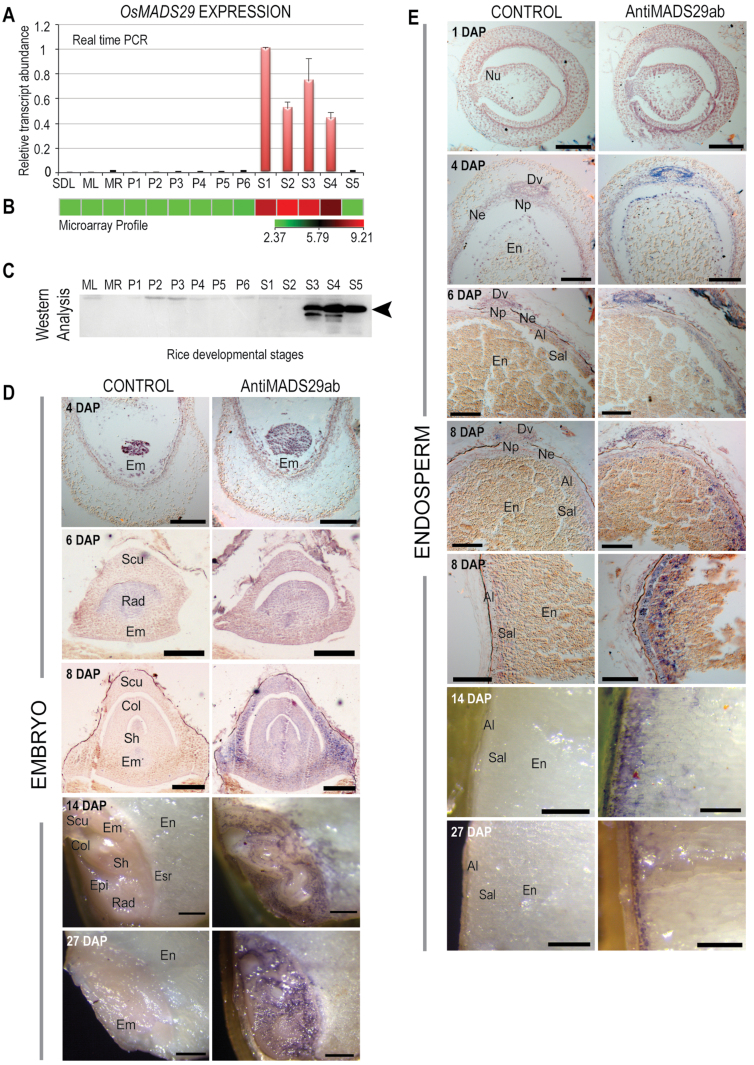
Temporal and spatial expression of MADS29 across developmental stages of rice. (A) Relative transcript levels of *MADS29* using real-time PCR; bars indicate standard error (*n* = 3). (B) Microarray-based expression profile of MADS29; bar indicates log_2_ expression values. (C) Western blot analysis of MADS29 using MADS29 antibody across rice developmental stages. ML, mature leaf; MR, mature root; P1–P6, panicle stages; S1–S5, seed stages; SDL, seedling. (D) Immunolocalization of MADS29 expression in the developing embryo at 4, 6, 8, 14, and 27 days after pollination (DAP); bars: 100 µm (4, 6, and 8 DAP), 400 µm (14 and 27 DAP). (E) Immunolocalization of MADS29 expression in the developing endosperm at 1, 4, 6, 8, 14, and 27 DAP. The nucellar region and the aleurone region at 8 DAP are shown separately: bars: 100 µm (4, 6, and 8 DAP), 500 µm (14 and 27 DAP). Al, aleurone; Col, coleoptile; Dv, dorsal vascular bundle; Em, embryo; En, endosperm; Epi, epiblast; Esr, embryo-surrounding region; Ne, nucellar epidermis; Np, nucellar projection; Nu, nucellus; Rad, radicle; Sal, subaleurone; Scu, scutellum; Sh, shoot.

*OsMADS29* is predicted to code for a 260-amino-acid polypeptide with a calculated molecular weight of 28.99kDa (Arora *et al*., 2007). Anti-MADS29 antibodies raised against an 11-residue MADS29-specific synthetic peptide were used to profile the OsMADS29 protein levels across vegetative (seedling, mature leaf, mature root), panicle (P1–P6), and seed (S1–S5) developmental stages corresponding to those used for transcript analysis. Surpringly, OsMADS29 accumulated at very low (almost undetectable) levels in stages S1 and S2 (0–4 DAP) of seed development, which showed highest accumulation of the *OsMADS29* transcripts. However, significantly high levels of the OsMADS29 polypeptide became detectable from the S3 stage (5–10 DAP) onwards. The protein was observed close to the 28-kDa marker band, thus confirming its predicted molecular weight and its specificity to seed developmental stages (Fig. 1C.)

With *in situ* hybridization, the *MADS29* transcripts have earlier been shown to accumulate in the nucellus and the nucellus projection in early stages of seed development and in the developing as well as the mature embryo (Yin and Xue, 2012). To gain insight into the spatiotemporal accumulation pattern of the MADS29 protein, transverse sections of developing seed from representative days after pollination (corresponding to S1–S5 stages) were subjected to immunolocalization analysis using anti-MADS29 antibody. At 1 DAP (S1) the MADS29 protein was not detectable, but at 4 DAP (S2) a faint signal was detected around the dorsal vascular trace, the nucellar epidermis region, and the outer cell layer of the developing endosperm (Fig. 1E). Although Yin and Xue (2012) reported maximum accumulation of *MADS29* transcripts in the nucellus at 0 and 1 DAP, this study did not find any protein expression matching the transcript level at these stages using both Western blot and immunolocalization analyses. Moreover, the protein was conspicuously missing from the nucellar projection region (Supplementary Fig. S2). During developmental progression from S2 to S3, the MADS29 protein content further declined in the nucellar region, while a concomitant and gradual increase in its accumulation was observed in the embryo, aleurone, and subaleurone layers (Fig. 1D, E 14 and 27 DAP). At the S5 stage, the level of protein decreased in the subaleurone layer and expression was confined to the aleurone in the endosperm (Fig. 1E 27 DAP).

### Ectopic expression of *OsMADS29* shifts hormonal balance in favour of cytokinins

Rice var. PB1 transformation with pUBI:OsMADS29cDNA: NosT yielded very few transgenic plants because of low regeneration frequency. The upregulation of *MADS29* in the leaf samples of hygromycin-resistant PCR-positive transformant lines was confirmed by qPCR, which was found to be at least 1800-fold higher than in the WT (Fig. 2A). MADS29^OX^ plants were severely stunted and failed to produce any seeds. Also, the leaves in MADS29^OX^ plants were much thinner and smaller than the WT and root development was significantly affected; however, leaf number in these plants was not affected because the plants developed 9–10 miniaturized leaves (Fig. 2B). Flowering in these plants was early (~45 days) and the panicle in each plant consisted of three or four florets (Fig. 2B). As for flower organs, the size of the palea was significantly reduced, the pistil was deformed (appeared slightly swollen and the stigma was glabrous due to loss of its feathery appearance), and the anthers were not fertile because of the absence of pollen grain; however, the lodicules appeared normal (Fig. 2C). Hence, the florets were sterile and failed to produce any seeds. As all the floral whorls in the MADS29^OX^ floret were intact, it suggested that overexpression of *MADS29* does not majorly affect floral organ identity; instead, it caused aberration in the overall morphology and fertility of the flower (Fig. 2C).

**Fig. 2.**
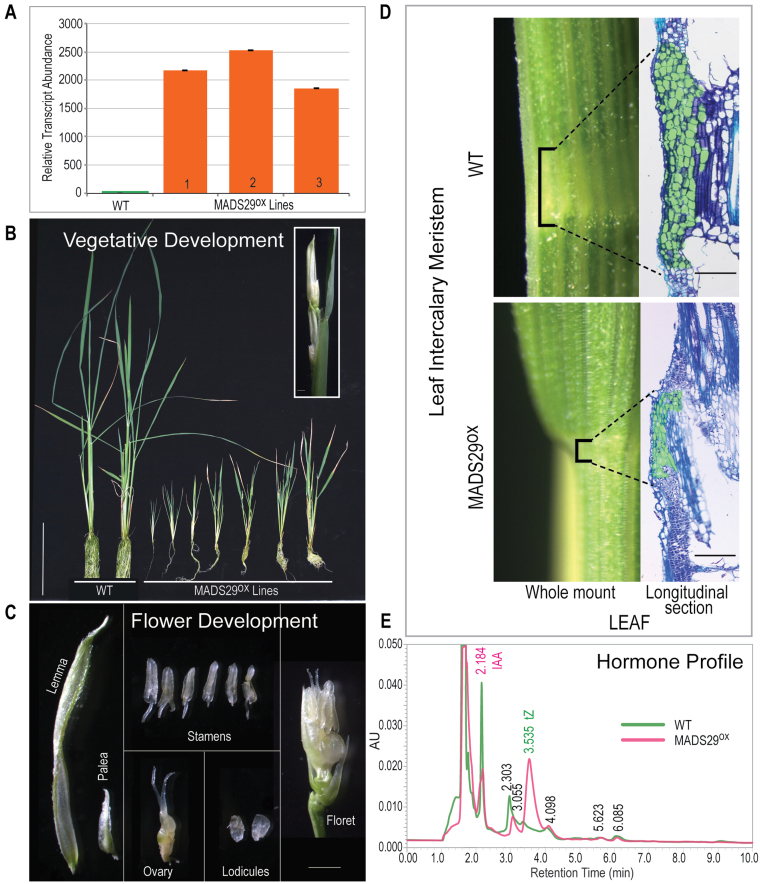
Characterization of the *MADS29* overexpression (MADS29^OX^) phenotype in transgenic rice. (A) Relative transcript abundance of MADS29 in MADS29^OX^ lines; bars indicate standard error (*n* = 3). (B) Morphology of MADS29^OX^ lines; inset shows an emerging panicle; bar: 5cm. (C) Floral organs of a single MADS29^OX^ floret; bar: 1mm. (D) Comparison of intercalary meristematic zone in wild-type and MADS29^OX^ leaf; bar: 100 µm. (E) Hormone (auxin/cytokinin) profile in leaves of wild-type and MADS29^OX^ plants; tZ, *trans-*zeatin; IAA, indole acetic acid.

There is a growing body of evidence which suggests that the antagonistic interaction of auxin and cytokinin in the meristematic regions directly affects plant growth and development by regulating number of undifferentiated cells in the root and shoot apical meristems (Su *et al*., 2011). In the root meristem, auxin induces cell division, whereas cytokinin promotes differentiation (Dello Ioio *et al*., 2008; Moubayidin *et al*., 2009). In contrast, in the shoot meristem, cytokinin promotes proliferation of undifferentiated stem cells, while auxin triggers differentiation of organ primordia (Su *et al*., 2011). The ratio of cytokinin and auxin, therefore, is crucial in maintaining the balance between cell division and rate of differentiation to sustain development.

To determine if the reduction in the size of vegetative organs in MADS29^OX^ plants was associated with meristem size, the leaf intercalary meristem regions in WT and MADS29^OX^ plants were compared. As shown in Fig. 2D, the number of undifferentiated stem cells in the intercalary meristem in MADS29^OX^ plants was significantly reduced.

To determine, if the stunted phenotype and reduced size of intercalary meristem in the MADS29^OX^ lines were associated with an imbalance in the auxin/cytokinin ratio, the levels of *trans*-zeatin riboside, *trans*-zeatin (tZ), and indole-3-acetic acid (IAA) were measured using UPLC from 50mg leaf tissue of WT and MADS29^OX^ plants. The retention times of the corresponding standards (tZ, *trans*-zeatin ribosides, and IAA) were used as reference. The results, as shown in Fig. 2E, confirmed the reduction in IAA levels by more than 2-fold, and a significant increase (>5-fold) in the levels of tZ levels in MADS29^OX^ leaves, thereby shifting the hormonal balance in favour of cytokinins. To check if exogenous application of auxin could restore the MADS29^OX^ phenotype, IAA (0.2–0.8mg/l) was exogenously supplied. MADS29^OX^ plants responded to the auxin application, especially at 0.4mg/l, by initiation of numerous root hairs and inhibition of lateral root formation; however, it did not rescue the phenotype. The result, however, indicated that auxin perception and its signalling was not affected as a result of *MADS29* overexpression (Supplementary Fig. S3).

### *OsMADS29* overexpression mimics the cytokinin over-dosage response in tobacco BY2 cells

Since a high cytokinin-led reduction in intercalary meristem and overall reduction in growth in MADS29^OX^ rice transgenic lines was observed, cytokinin metabolism was thought to be one of the main targets of MADS29. In previous studies, exogenous application of high cytokinin concentrations was shown to cause differentiation of undifferentiated proplastids to amyloplasts in the tobacco BY2 cell line (Sakai *et al*., 1992; Miyazawa *et al*., 1999, 2002). To test if the gain-of-function MADS29^OX^ phenotype manifested because MADS29 could influence the universally existing cytokinin metabolism pathway outside its expression domain (which, in the case of rice, is seed development), tobacco BY2 cells were stably transformed with a *MADS29*-overexpression construct. Mimicking the effect of exogenously added cytokinin, BY2:MADS29^OX^ cells exhibited an uncharacteristically high number of enlarged amyloplasts in comparison to untransformed BY2 cells (Fig. 3A). To confirm if the observed organelles were indeed amyloplasts, cells were stained with Lugol’s solution (Miyazawa *et al*., 1999). Blue-black staining of starch grains in these organelles established that these were indeed amyloplasts (Fig. 3B). The expression of *OsMADS29* in four BY2 transgenic calli was confirmed by qPCR (Fig. 3C upper panel). Furthermore, as excess of auxin was shown to reverse the effects of excess cytokinins (Miyazawa *et al*., 1999, 2002), exogenous addition of increasing concentrations of auxin (0.4 and 0.6mg/l) led to the inhibition of amyloplast development (Supplementary Fig. S4). As previously evidenced, high levels of cytokinin triggered accumulation of transcripts of key starch metabolism enzymes such GBSS, AgpS, and starch branching enzyme in BY2 cells (Miyazawa *et al*., 1999, 2002). The qPCR analysis confirmed a 2–7-fold increase in *AgpS* transcript levels in the BY2:MADS29^OX^ lines in comparison to untransformed BY-2 cells (Fig. 3C lower panel).

**Fig. 3.**
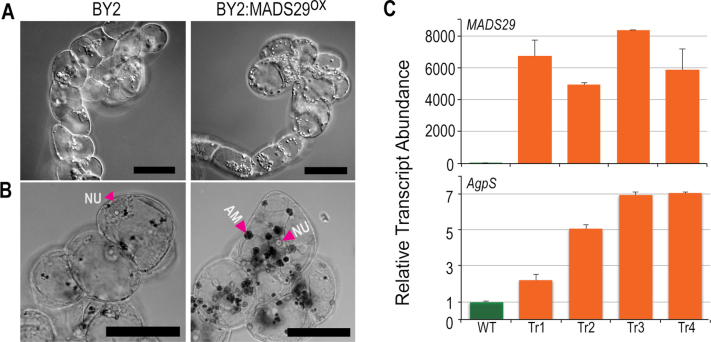
*OsMADS29* expression in BY2 cells. (A) BY2:MADS29^OX^ stable transgenic cells showing development of multiple organelles under DIC mode; bar: 50 µm. (B) I_2_KI staining of BY2 cells to detect amyloplasts: AM, amyloplast; NU, nucleus; bars, 50 µm. (C) qPCR analysis to determine *MADS29* and *AgpS* transcript levels in wild-type BY2 and transgenic BY2:MADS29^OX^ lines; bars indicate standard error (*n* = 3) (this figure is available in colour at *JXB* online).

### MADS29 has a vital role in endosperm and embryo development: analysis of the knockdown phenotype

Previous studies by Yin and Xue (2012) and Yang *et al*. (2012) have shown that MADS29 has an active role during early seed development by regulating programmed cell death of maternal as well as filial tissues. Investigation of the MADS29^KD^ rice transgenic lines revealed that there was no apparent morphological difference between MADS29^KD^ and the WT during vegetative development and flowering (Fig. 4A); however, in mature panicles, the percentage of filled grains were significantly reduced in the MADS29^KD^ lines. Real-time qPCR confirmed a significant reduction (40–90%) in *MADS29* endogenous transcript levels (Fig. 4B). Lines 3–12, 13–7, and 13-12 were chosen for further characterization as they exhibited the highest degree of *MADS29* silencing. This study observed a reduction (approximately 7–30%) in the dryweight of mature seeds, which correlated with reduction in grain size (Fig. 4C). In these lines, mature seeds appeared shrunken, indicating decreased grain filling, and also the seed length was reduced by approximately 13% (Fig 4D). The reduction in the key grain characteristics such as grain weight and grain length associated with a decrease in grain size, as observed in the *flo2* mutant grains (She *et al*., 2010). Scanning electron microscopy of the half-cut seeds indicated that in the MADS29^KD^ lines the endosperm was filled with loosely packed, small, and spherical starch granules with large spaces in between, whereas the WT endosperm consisted of densely packed, large, and polyhedral starch granules (Fig. 4E). The endosperm cells were also smaller in the MADS29^KD^ lines in comparison to the WT. Longitudinal embryo sections were analysed to observe any defects in embryo development. Embryo size was reduced in the knockdown lines, and line 3–12 showed the most severe phenotype, correlating with a maximum reduction in *MADS29* transcript, followed by lines 13–7 and 13-12 (Fig. 4F), which supports the result obtained by Yang *et al*. (2012). These results point to *MADS29*’s plausible role in amyloplast development, grain filling, and cell division in the endosperm and development of embryo.

**Fig. 4.**
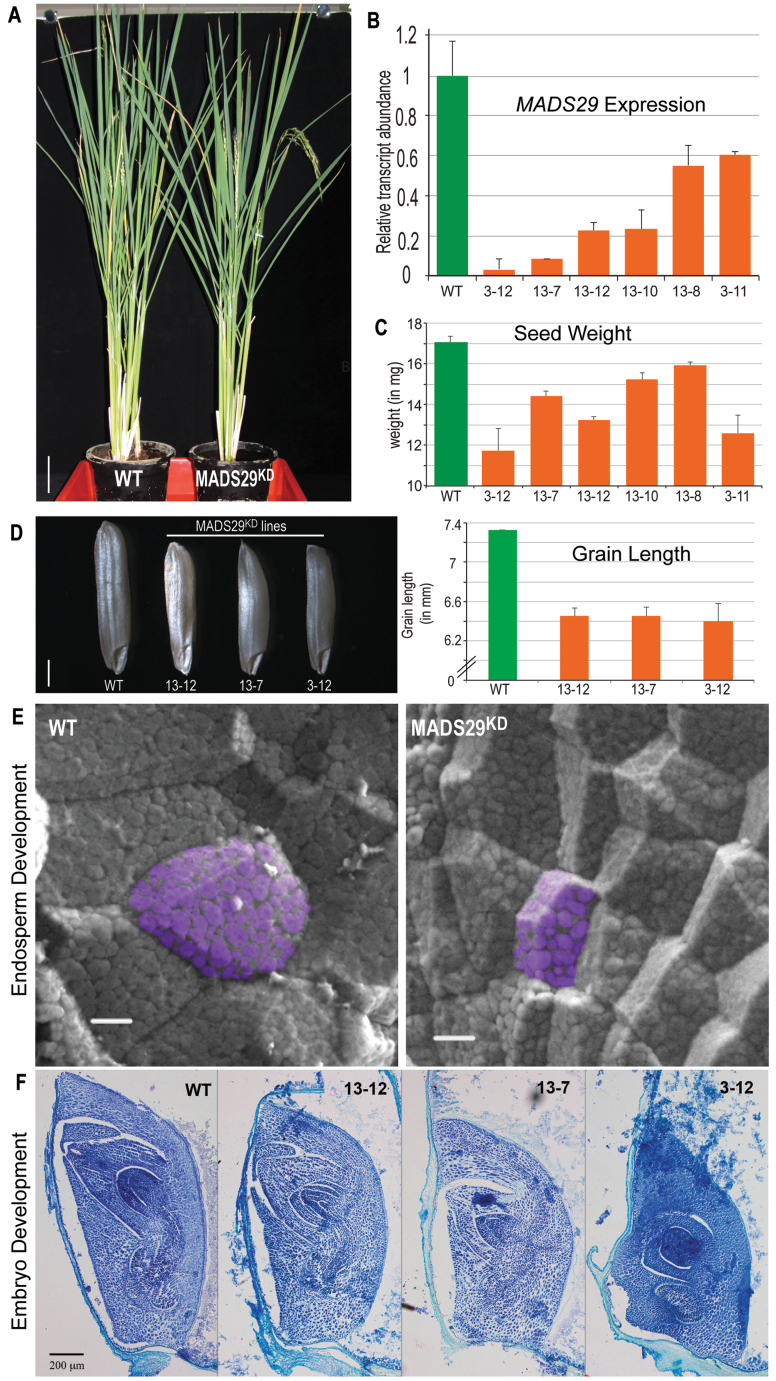
RNAi-mediated *OsMADS29* knockdown phenotype. (A) Comparison of wild-type and MADS29^KD^ vegetative development; bar: 7cm. (B) *OsMADS29* transcript accumulation in wild-type and MADS29^KD^ lines as determined by qPCR; bars indicate standard error (*n* = 3). (C) Comparison of dry seed weight between wild-type and MADS29^KD^ lines; bars indicate standard error (*n* = 45). (D) Left panel: representative mature seeds from wild-type and three MADS29^KD^ lines, bar: 1mm; right panel: comparison of grain length between wild-type and MADS29^KD^ lines where *MADS29* silencing results in decreased length of mature grain; bars indicate standard error (*n* = 20). (E) Scanning electron micrographs of half-split endosperms from wild-type and MADS29^KD^ plants showing organization of cells and sizes and structures of starch granules. Starch granules in representative cells have been pseudocoloured purple using Adobe Photoshop; bar: 10 µm. (F) Toluidine-blue-stained longitudinal sections of embryos from wild-type and MADS29^KD^ lines showing reduction in size and developmental abnormalities in the MADS29^KD^ lines; bar, 200 µm.

### Transcriptome analysis of *OsMADS29* overexpression and knockdown plants to identify downstream pathways

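Leaf RNA from 3 wild-type (WT) and 3 MADS29 OX samples of rice var. PB1 was hybridized to 6 Affymetrix rice arrays, 1 array per sample. The samples came from leaves 3 and 4, counted from the flag leaf. MADS29 OX plants carry an *OsMADS29* cDNA behind the maize ubiquitin promoter, which drives expression in most tissues. *OsMADS29* (LOC4328443) had signals of 6.70, 6.37 and 6.64 on the WT arrays, which are below the floor of 16 set here, and signals of 2016, 1788 and 3590 on the MADS29 OX arrays. This is an increase of at least 147-fold (log2 fold change of at least 7.20, standard error 0.26, adjusted p = 0.000139 from limma). An exact permutation test (2-sided) gave p = 0.1, the smallest value that 3 arrays against 3 allow.
The deposited values are probe set intensities on a linear scale, and the authors' summary and normalization methods are not given in the sources used here. The array medians lay between 5.95 and 6.00 and the upper quartiles between 11.0 and 11.5, so no further scaling was applied. Values below 16 were raised to 16 and log2 was taken, which shrinks the fold changes of weakly expressed genes. Of the 57258 probe sets that are not controls, 43020 lay at the floor on all 6 arrays and were left out, a step decided after the distribution of values was seen. The remaining 14238 probe sets were tested with limma and adjusted by the Benjamini-Hochberg method. A probe set was called higher or lower at an adjusted p of at most 0.05 and a change of at least 2-fold. A gene took its probe set with the highest mean over the 6 arrays, which gave 10046 tested genes, 1565 of them with a gene name in the tables used here. The tests, the thresholds and 44 gene lists were fixed before the data were examined, and the lists were turned into gene symbols before any fold change was computed. Where every array of a group lay at the floor, the fold is a lower bound and is written as at least that value.
Between 21.6% and 21.9% of the probe sets on each array were above the floor. The log2 values of the WT arrays correlated with each other across probe sets at 0.992 to 0.997, those of the MADS29 OX arrays at 0.936 to 0.969, and WT with MADS29 OX arrays at 0.877 to 0.899. Nothing in the sources used here says whether the 3 samples of a group came from separate plants or lines. The p-values therefore measure the spread between these samples, and the number of arrays limits the precision. The limma fit uses 1 spread per probe set for both groups. Over 9105 probe sets with a mean above 32, the median SD of log2 values was 0.252 in MADS29 OX and 0.0813 in WT leaves. Leaving out 1 WT array therefore gives the wider MADS29 OX spread more weight in the test. No test with a separate spread of each probe set in each group was run. Array weights, which let whole arrays differ in spread, were run as an alternative and gave 606 higher and 605 lower genes.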

The 3rd and 4th leaves from the flag leaf in MADS29^OX^ and WT rice var. PB1 plants were subjected to microarray-based transcriptome analysis to identify the downstream genes and pathways affected because of the ectopic expression of *MADS29*. A total of 1566 genes were differentially expressed (≥2-fold change at *P* ≤ 0.05: 767 genes were upregulated and 799 were downregulated (Fig. 5A). 

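In MADS29 OX leaves 507 genes were higher and 505 were lower than in WT leaves. Besides *OsMADS29*, named genes with large increases included *BURP16*, which encodes a BURP domain protein (at least 121-fold, adjusted p = 0.00143 from limma), and *pinA* (55.5-fold with 2 of 3 WT arrays at the floor, adjusted p = 0.000181). *CAT-A*, a catalase gene, rose 12.6-fold (adjusted p = 0.000391), from a signal of 234 ± 48.2 (SD, n = 3) in WT to 2941 ± 594 (SD, n = 3) in MADS29 OX leaves. For *CAT-A*, harvest at another time of day cannot be told apart from an effect of *OsMADS29*, since no harvest time is given. The β-glucosidase gene *BGLU12* was at least 10.1-fold higher, the inositol phosphate kinase gene *OsITPK3* was 8.96-fold higher and the copper transporter gene *COPT1* was at least 7.61-fold higher. The lowest named gene was *SPX2*, whose SPX domain product takes part in phosphate sensing: its signal fell from 605 ± 48.3 (SD, n = 3) to 15.2 ± 5.33 (SD, n = 3), a log2 fold change of -5.12 (adjusted p = 6.36e-05) that is set by the floor, where 2 of 3 MADS29 OX arrays lay. *Lsi6*, a silicon transporter gene, had a log2 fold change of -4.51 (standard error 0.64, 1 of 3 MADS29 OX arrays at the floor), and *GRXC7*, a glutaredoxin gene, one of -3.77 (standard error 0.13). The metallothionein gene *MT1B* (-3.03, standard error 0.76, 1 of 3 at the floor) and *NAL1*, named for a narrow leaf mutant (-2.53, standard error 0.22, 2 of 3 at the floor), were also lower, but the call of *MT1B* was lost whenever 1 WT array was left out (adjusted p from 0.0820 to 0.114).
At the level of probe sets 681 were higher and 728 were lower, 1409 in all. Among the called genes with signal above the floor in both groups, the median change was 2.80-fold for 423 higher genes and 2.63-fold for 457 lower genes. Without the fold limit 1148 genes were higher and 1519 lower. With log2 of the value plus 16 in place of the floor, which also tests all 57258 probe sets, 191 were higher and 240 lower. The calls of *BGLU12* and *Lsi6* were lost with the value plus 16 (adjusted p = 0.0722 and adjusted p = 0.0584), that of *Lsi6* also with no floor. With 1 MADS29 OX array left out the log2 fold change ran from 6.39 to 7.69 for *BURP16*, from -5.06 to -3.80 for *Lsi6* and from -3.76 to -2.43 for *MT1B*. As the mean of their probe sets *BGLU12* and *OsITPK3* had 1.67 and 1.58.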

The major biological process GO categories highlighted in the MADS29^OX^ differentially expressed genes included stress, nucleic acid metabolism, transport, protein modification process, and response to endogenous stimulus (Fig. 5B). 

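Genes of stress protection moved both ways. Of 5 LEA protein and dehydrin genes tested, 2 were higher: the dehydrin gene *RAB21* (at least 34.9-fold, adjusted p = 0.00537 from limma) and *LEA19* (at least 30.6-fold, adjusted p = 0.000672). With 1 MADS29 OX array left out the log2 fold change of *RAB21* ran from 4.28 to 5.73, and its call was lost with log2 of the value plus 16 (adjusted p = 0.0792). Of 25 heat shock protein and heat stress factor genes, 2 were higher and 2 lower. The small heat shock protein gene *HSP18.8* rose by 2.76 on the log2 scale (standard error 0.13), while the heat stress factor gene *HSF05* was at least 4.91-fold lower and *HSP18.6* had a log2 fold change of -1.81 (standard error 0.39), a call lost when any 1 WT array was left out (adjusted p from 0.0647 to 0.0850). The call of *HSF6* (log2 fold change of at least 1.14) was lost in the same way, and without MADS29 OX replicate 3 another probe set represented that gene, with a value of -0.64. Both calls were also lost with log2 of the value plus 16 and with no floor, and that of *HSP18.6* with the replicate number as a block (adjusted p = 0.0638). Of 8 pathogenesis-related protein genes, 2 were higher, among them the chitinase gene *chia4a* (at least 2.57-fold) and *OSE727A* (at least 39.2-fold). With limma, 0 of 3 WRKY genes, 0 of 5 NAC genes, 0 of 11 ethylene genes and 0 of 1 diterpenoid phytoalexin genes were called. At an unadjusted p under 0.05 and with no fold limit these lists had 2, 2, 4 and 0 genes, and the Student test called 0 in each. Adjusted over the list alone, 1 WRKY gene was higher. *WRKY71* had a log2 fold change of 1.43 (adjusted p = 0.0594), and *WRKY51* one of -0.48 (adjusted p = 0.0827). *WRKY71* passed without MADS29 OX replicate 1 (adjusted p = 0.0121), with array weights (adjusted p = 0.0272) and with a minimum mean of 32 (adjusted p = 0.0371). *NAC6* (0.78, adjusted p = 0.0469) and *EREBP1* (0.41, adjusted p = 0.0451) stayed under 2-fold, and *NAC3*, *EIL1A* and *CYP76M7* had values of -0.28, -0.13 and -0.21.
In the classes of regulation, *JAZ2*, a repressor of jasmonate responses, was at least 7.84-fold higher, and the jasmonate receptor genes *COI1B* and *COI1A* had log2 fold changes of 1.09 (standard error 0.13) and -1.07 (standard error 0.24). The *COI1A* call was lost when any 1 WT array was left out (adjusted p from 0.0846 to 0.0933), and without MADS29 OX replicate 1 *COI1B* stayed under 2-fold. These are among 26 jasmonate genes tested, 2 of them higher and 2 lower (3 higher and 2 lower when adjusted over the list alone). Of 8 gibberellin genes 1 was lower, *CYP714C2* (log2 fold change of -1.11, standard error 0.21), whose call was lost when any 1 WT array was left out (adjusted p from 0.0540 to 0.0606), and which had -0.64 without the probe sets that can cross-hybridize. Of 128 genes named as protein kinases, phosphatases or ubiquitin ligases, 10 were higher and 13 lower. *CIPK14* (at least 6.90-fold higher), *CIPK10* (6.52-fold higher) and *CIPK25* (6.50-fold lower) encode kinases that bind calcineurin B-like calcium sensors, and *XBOS36*, of a ubiquitin ligase family, was 4.51-fold lower, but under 2-fold without such probe sets. As the mean of its probe sets the change of *CIPK10* was smaller by over 1.5 times. Of 146 genes named as transcription factors 6 were higher and 17 lower (7 and 19 when adjusted over the list alone). This list lay lower than the other genes by camera (adjusted p = 0.0472), which did not hold with an estimated correlation (adjusted p = 0.622 with an estimated correlation). Its estimated correlation was 0.0104, close to the 0.01 set otherwise. The test with an estimated correlation has few degrees of freedom with 6 arrays, so it cannot decide this. The same limit holds for the other lists. The lists are groups of gene names and are not the GO classes of Fig. 5B.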

Another interesting observation was that, under the cellular component GO classification, plastid genes (15.6%) and membrane genes (13.74%), and associated genes, constituted the major up- and downregulated categories, respectively (Fig. 5C).

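Among genes whose names place their product in the plastid, 11 were higher and 8 lower of 130 tested. *LIR1*, a light-induced gene of the chloroplast, rose 26.3-fold, from 175 ± 36.7 (SD, n = 3) to 4547 ± 285 (SD, n = 3), with a log2 fold change of 4.72 (standard error 0.17, adjusted p = 0.000139 from limma). No harvest time is given in the sources used here, so harvest at another time of day cannot be told apart from an effect of *OsMADS29*. *LIR1* was 1 of 13 genes of the photosynthetic light reactions, of which 3 were higher and 1 lower. The light-harvesting protein genes *CAB2R* and *RCABP69* had log2 fold changes of 1.46 (standard error 0.21) and 1.09 (standard error 0.24), and *PSAG*, a photosystem I subunit gene, one of -1.05 (standard error 0.14). Of 15 genes of chlorophyll and tetrapyrrole synthesis 2 were higher and 0 lower. *PORB*, which encodes a protochlorophyllide reductase, had a log2 fold change of 1.13 (standard error 0.25), and *CHLP*, which encodes a geranylgeranyl reductase, one of 1.09 (standard error 0.26). Of 11 Calvin cycle and photorespiration genes 1 was lower, *CFBP1* (-1.66, standard error 0.11), which encodes a cytosolic fructose-1,6-bisphosphatase of sucrose synthesis. The calls of *RCABP69*, *PORB* and *CHLP* were lost when any 1 WT array was left out (highest adjusted p of 0.0904, 0.0866 and 0.105), and *PSAG* stayed under 2-fold without WT replicate 3, without MADS29 OX replicate 3 and as the mean of its probe sets (-0.53). With log2 of the value plus 16 and with no floor the call of *CAB2R* was lost as well (adjusted p = 0.0612 and adjusted p = 0.0523).
By camera the plastid list (adjusted p = 0.0479) and the chlorophyll list (adjusted p = 0.0472) lay higher than the other genes, which did not hold with an estimated correlation (adjusted p = 0.723 and adjusted p = 0.679 with an estimated correlation). Without MADS29 OX replicate 2 neither list was called (adjusted p = 0.504 and adjusted p = 0.243), the median log2 fold change of the chlorophyll list went from 0.43 to 0.19 and *PORB* and *CHLP* stayed under 2-fold. The light reaction list had an adjusted p of 0.134. Plastid names made up 11.5% of the named genes called higher and 8.31% of the named genes tested (odds ratio 1.47, Fisher's exact test, 2-sided, p = 0.251, adjusted p = 0.400 over 4 such tests). Without MADS29 OX replicate 1 the odds ratio was 1.92 (exact p = 0.0421, adjusted p = 0.0843), and without MADS29 OX replicate 2 it was 0.689 (exact p = 0.483). Without a fold limit it was 1.95 and passed (exact p = 0.00696, adjusted p = 0.0278), and with log2 of the value plus 16 it was 0.440 (exact p = 0.722).
Genes named for membrane transport were over-represented among the lower genes, with 16 of 110 named genes called lower against 6.90% of those tested (odds ratio 2.52, Fisher's exact test, p = 0.00283, adjusted p = 0.0113). Of 108 transport genes 9 were higher and 16 lower (9 and 17 when adjusted over the list alone). Among the higher genes the odds ratio of transport names was 1.43 (Fisher's exact test, p = 0.300, adjusted p = 0.400). As a list the transport genes were not shifted by camera (median log2 fold change of -0.006, adjusted p = 0.461). The exact test treats genes as independent of each other. The zinc transporter gene *ZIP8* (log2 fold change of -2.54, standard error 0.17), the magnesium/proton exchanger gene *MHX1* (at least 5.04-fold lower) and the potassium channel gene *KCO1* (-1.77, standard error 0.09, 2 of 3 MADS29 OX arrays at the floor) were among the lower genes. As the mean of its probe sets *MHX1* had a log2 fold change of -1.17. Without a fold limit the odds ratio was 1.59 (exact p = 0.0503, adjusted p = 0.101), and with no floor the test was not passed either (adjusted p = 0.0590). Names stand in here for the GO component classes of Fig. 5C.

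**Figure D1:**
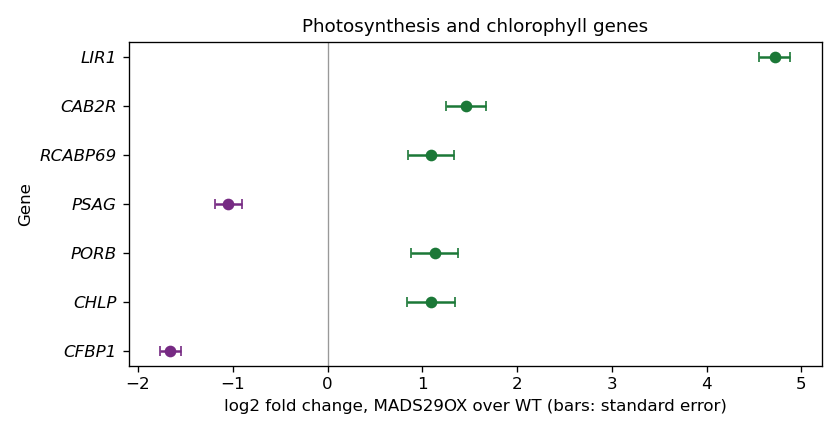
Log2 fold changes of 7 called genes of photosynthesis, chlorophyll synthesis and sucrose synthesis in MADS29 OX over WT leaves (x axis, log2 units; points, limma estimates from 3 arrays per group; bars, standard errors). *LIR1* stands at 4.72, 4 other genes lie above 1, and *PSAG* and *CFBP1* lie below -1.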

**Fig. 5.**
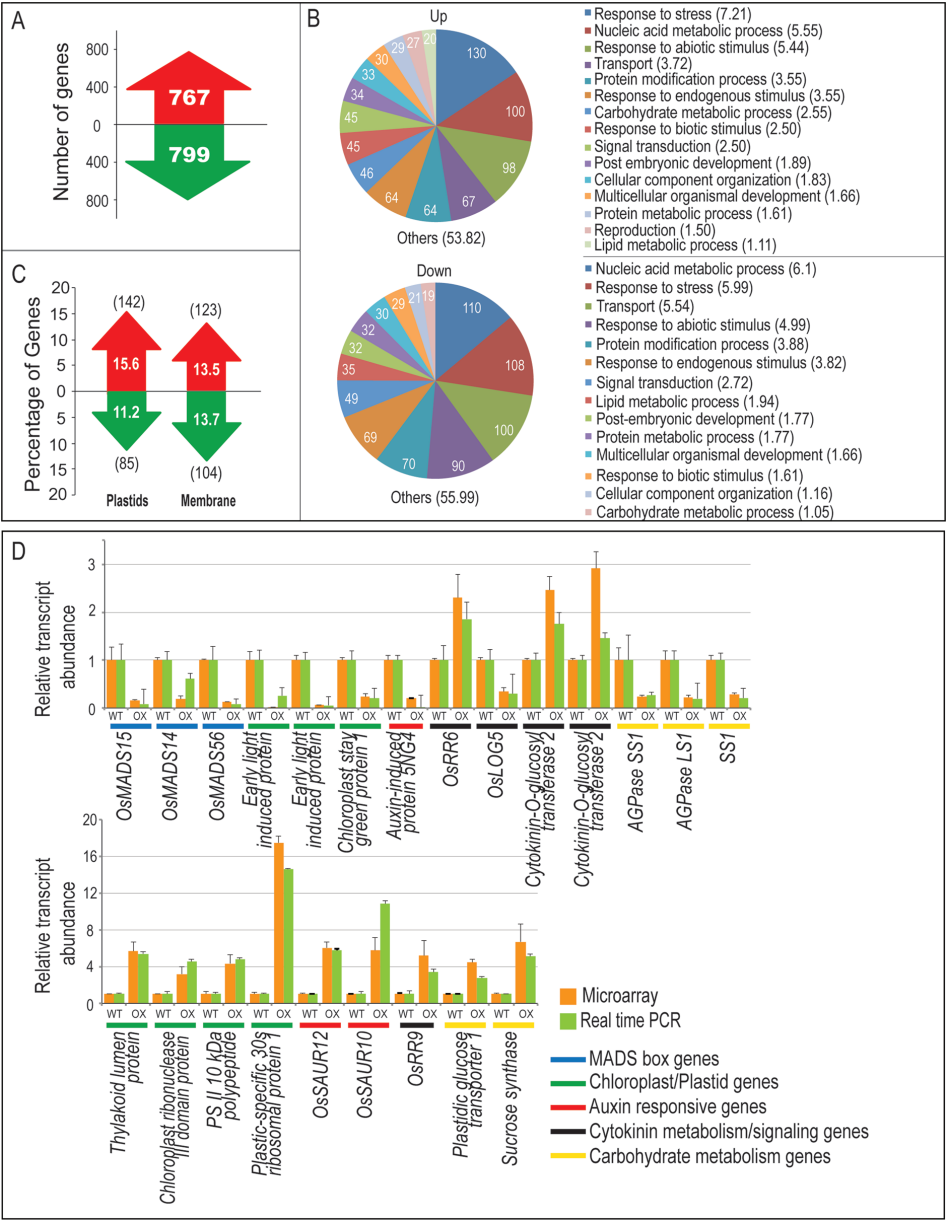
Microarray-based comparison of MADS29^OX^ and WT leaf transcriptomes. (A) Total number of 2-fold upregulated genes (red) and downregulated genes (green) in MADS29^OX^ leaf samples in comparison to the WT (*P* ≤ 0.05, *n* = 3). (B) Functional categorization of up- and downregulated genes into biological process GO classes in MADS29^OX^ leaves; values on the pie chart and in parentheses are percentage and number of genes represented in each category; categories with <1% share of the differentially expressed genes are cumulatively represented in the ‘Others’ category. (C) Proportion of differentially expressed genes included in two major ‘cellular component’ GO categories, ‘membrane’ and ‘plastids’; values in parentheses show the number of genes; red and green arrows depict up and downregulation, respectively. (D) Real-time quantitative PCR validation of selected genes from the highlighted pathways; transcript profiles of low- and high-abundance transcripts are shown in upper and lower panels, respectively; bars indicate standard error (*n* = 3) (this figure is available in colour at *JXB* online).

As there seemed to be a cytokinin/auxin imbalance in the MADS29^OX^ plants, the MADS29^OX^ leaf microarray data were compared to an earlier reported microarray dataset of tZ-treated rice leaf samples (GSE6737; Hirose *et al*., 2007). In tZ-treated leaves, a total of 4179 genes were differentially expressed by ≥2-fold (*P* ≤ 0.05). Interestingly, 506 genes were common between MADS29^OX^ and tZ-treated rice plants, of which 211 genes were commonly downregulated, 137 genes were commonly upregulated, and 158 genes showed reciprocal expression patterns. This implied that almost 32% of the differentially regulated genes in MADS29^OX^ lines were cytokinin responsive (Supplementary Fig. S5).

To identify downstream genes affected by *MADS29* silencing, a genome-wide transcriptome analysis was undertaken for S3-stage seeds (the first stage to show significant MADS29 protein accumulation) in MADS29^KD^ and WT plants. Both microarray and qPCR analyses confirmed a 4-fold downregulation of *MADS29* expression in MADS29^KD^ developing seeds. A total of 2318 genes were found to be differentially expressed by >2-fold between MADS29^KD^ and WT (*P* < 0.05). Of these, 1271 genes were downregulated and 1047 genes were upregulated (Fig. 6A). Of these, 325 genes were common to the lists of differentially expressed genes in the MADS29^OX^ lines. A large proportion of these common differentially expressed genes also exhibited reciprocal expression patterns in the MADS29^KD^ and MADS29^OX^ lines. Of the 171 genes upregulated in MADS29^OX^, 108 were correspondingly downregulated in MADS29^KD^, whereas out of 154 that were downregulated in MADS29^OX^, 144 were upregulated in MADS29^KD^ plants, indicating mutual reciprocity of gene expression patterns in overexpression and knockdown plants (Fig. 6B). GO analysis based on biological processes revealed over-representation of genes involved in stress and nucleic acid metabolism in both the up- and downregulated categories (Fig. 6C). Genes involved in transport and response to endogenous stimuli were among the major categories of upregulated genes, whereas genes related to translation and cellular component organization comprised the major downregulated categories in MADS29^KD^ lines. Furthermore, similar to that in MADS29^OX^ plants, a significant percentage of differentially expressed genes were associated with plastid and membrane compartments. Interestingly, for the upregulated genes in MADS29^KD^ lines, cellular component GO terms associated with membrane were maximally represented (13.83%), and for downregulated genes, plastid-related GO terms formed the top category (13.16%) (Fig. 6D). The opposite of this was true in MADS29^OX^ lines, thus indicating a role for MADS29 in plastid differentiation.

**Fig. 6.**
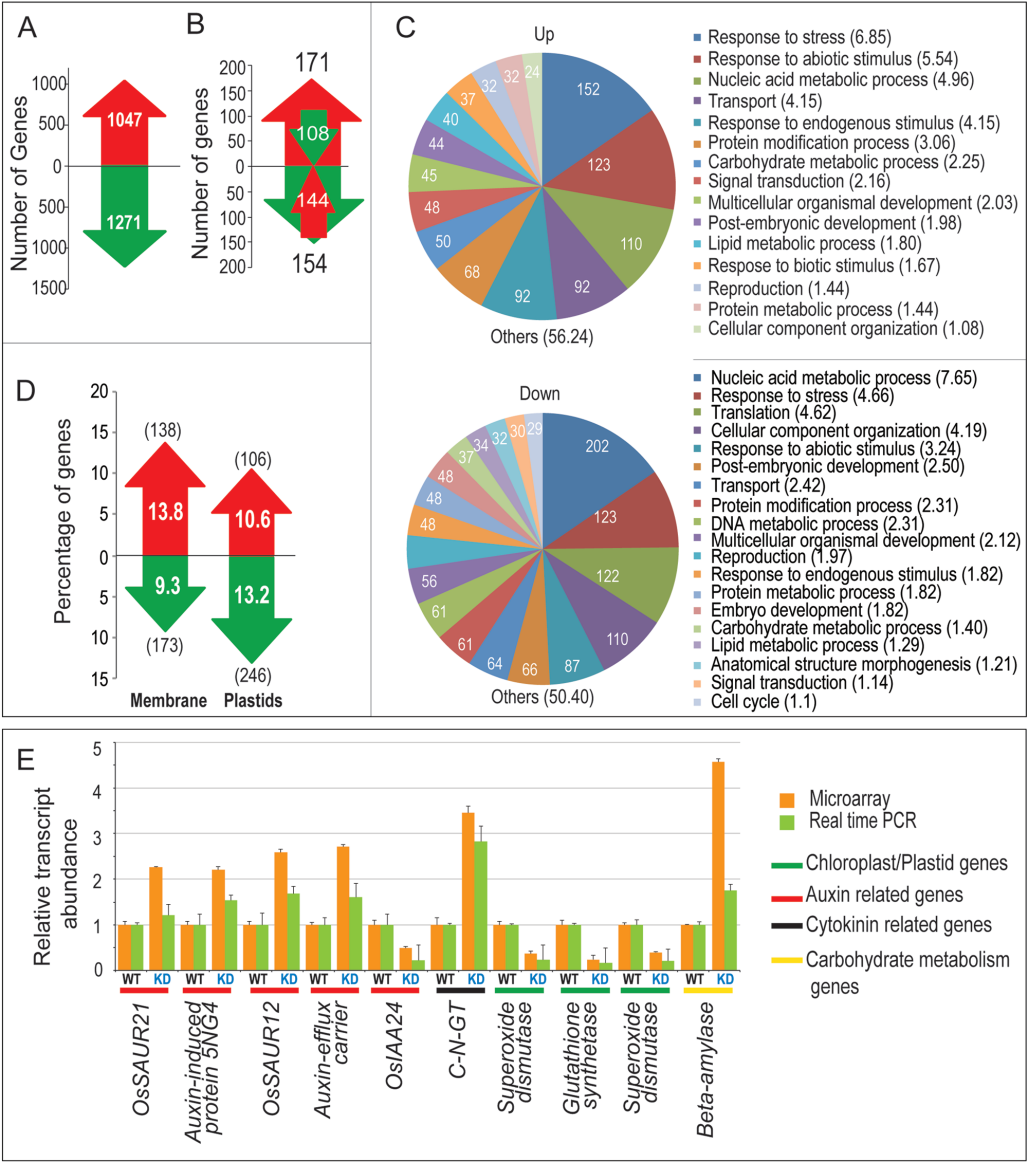
Comparison of MADS29^KD^ and wild-type S3-stage seed transcriptomes. (A) Total number of 2-fold upregulated genes (red) and downregulated genes (green) in MADS29^KD^ seed samples in comparison to the WT (*P* ≤ 0.05, *n* = 3). (B) Differentially expressed genes showing inverse correlation between the MADS29^OX^ lines (large arrows) and the MADS29^KD^ lines (inset arrows). (C) Functional categorization of up- and downregulated genes into biological process GO classes in MADS29^KD^ seeds; values on the pie chart and in parentheses are percentage and number of genes represented in each category; categories with <1% share of the differentially expressed genes are not shown individually but are included in the ‘Others’ category. (D) Proportion of differentially expressed genes included in two major ‘cellular component’ GO categories, ‘membrane’ and ‘plastids’; values in parentheses show the number of genes; red and green arrows depict up- and downregulation, respectively. (E) Real-time quantitative PCR validation of microarray data for selected genes from the highlighted pathways; bars indicate standard error (*n* = 3) (this figure is available in colour at *JXB* online).

This study selected 23 differentially expressed genes in MADS29^OX^ microarray analysis, showing affiliations to key metabolic pathways associated with the MADS29^OX^ phenotype (e.g. flowering, plastid biogenesis, auxin and cytokinin metabolism, and carbohydrate metabolism) for validation by qPCR. The qPCR results for all genes were found to be in good agreement with the microarray results (Fig 5D; see also Supplementary Table S1 for a list of genes showing links to important pathways). 

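On the arrays, 4 genes of the flowering and plastid groups of Fig. 5D could be matched by name. *MADS14*, a floral meristem identity gene, fell from a signal of 530 ± 42.1 (SD, n = 3) in WT to 100.3 ± 56.5 (SD, n = 3) in MADS29 OX leaves, a log2 fold change of -2.62 (standard error 0.51, adjusted p = 0.0151 from limma). *MADS56*, a flowering time gene, was at 56.3 ± 2.32 (SD, n = 3) in WT and below the floor on all MADS29 OX arrays, at least 3.52-fold lower (adjusted p = 0.000159). *MADS15* was also below the floor on all MADS29 OX arrays, at least 2.61-fold lower, but did not pass the test (adjusted p = 0.0582), with WT signals of 46.3 ± 22.0 (SD, n = 3). Without WT replicate 3 it passed (adjusted p = 0.00225). *SGR*, the stay-green gene of chlorophyll breakdown, had a log2 fold change of -2.28 (standard error 0.44, adjusted p = 0.0147) and was the 1 gene called among 4 of chlorophyll breakdown and senescence. The calls of *MADS14* and *SGR* were lost when any 1 WT array was left out (highest adjusted p of 0.0647 and 0.0638), and *MADS14* had -2.02 without MADS29 OX replicate 3.
Of 11 MADS-box genes tested, 6 were lower, 4 were not called and 1, *OsMADS29* itself, was higher (7 lower when adjusted over the list alone). *MADS50*, another flowering time gene, was at least 2.87-fold lower (adjusted p = 0.00138), and *MADS22* had a log2 fold change of -1.13 (standard error 0.17), under 2-fold without MADS29 OX replicate 2. The calls of *MADS14*, *SGR* and *MADS22* were also lost with log2 of the value plus 16 (adjusted p = 0.105, adjusted p = 0.0931 and adjusted p = 0.0641) and with no floor. By camera the MADS-box list lay lower than the other genes (adjusted p = 0.0108), which did not hold with a minimum mean of 32 (adjusted p = 0.176). Nor did it hold with an estimated correlation (adjusted p = 0.622 with an estimated correlation). The estimated correlation of the list was 0.0057, below the 0.01 set otherwise, so correlation between its genes does not account for that loss. With 6 arrays that test has few degrees of freedom. The call of this list was also lost with log2 of the value plus 16 (adjusted p = 0.0655) and with no floor (adjusted p = 0.0652).

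**Figure D2:**
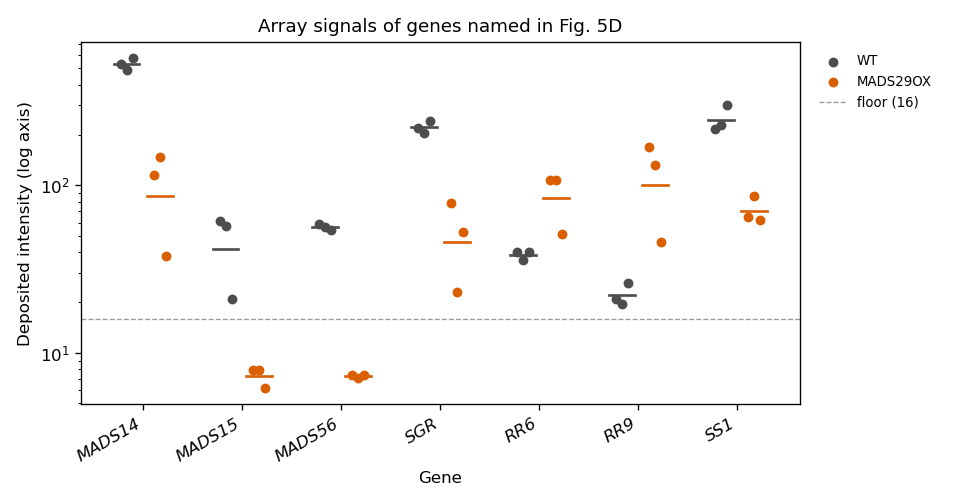
Deposited intensities (y axis, log scale, arbitrary units) of 7 genes named in Fig. 5D on each of 3 WT and 3 MADS29 OX arrays (points; horizontal bars mark geometric means; the dashed line marks the floor of 16). The *MADS15* and *MADS56* signals of all 3 MADS29 OX arrays lie below the floor, and the groups of each gene do not overlap.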

Genes such as *AGPase LS1*, *AGPase SS1*, *sucrose synthase*, and *plastidic glucose transporter1* were affected in MADS29^OX^ plants, indicating an imbalance in the carbohydrate metabolism and transport. 

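Sucrose and sugar transport genes moved both ways, with 2 higher and 3 lower of 24 tested. *SUS4*, a sucrose synthase gene, rose from 23.1 ± 3.86 (SD, n = 3) to 155 ± 78.6 (SD, n = 3), a log2 fold change of 2.59 (standard error 0.46, adjusted p = 0.0112 from limma), a call lost without WT replicate 2 (adjusted p = 0.0541). *Sus2*, another sucrose synthase gene, had a log2 fold change of 0.92 (standard error 0.14, adjusted p = 0.00767, under 2-fold) and passed 2-fold without MADS29 OX replicate 2. *SUS1* lay at the floor on all 3 WT and 2 of 3 MADS29 OX arrays, so its change was not measured. The invertase gene *CIN7* was 2.13-fold higher (adjusted p = 0.000594). The sugar transporter gene *SWEET2B* fell from 704 ± 26.3 (SD, n = 3) to 119 ± 29.2 (SD, n = 3), a log2 fold change of -2.59 (standard error 0.18, adjusted p = 0.000529), and the sucrose transporter gene *SUT1* had one of -1.27 (standard error 0.21). With log2 of the value plus 16 the calls of *SUS4*, *SUT1* and *CIN7* were lost, and with no floor those of *SUS4* and *SUT1*. As a list these genes were not shifted by camera (adjusted p = 0.896). The annotation used here does not settle which sucrose synthase, AGPase subunit and glucose transporter genes are those of Fig. 5D. The paper reads the effect on its AGPase, sucrose synthase and plastidic glucose transporter genes as a sign of an imbalance in carbohydrate metabolism and transport.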

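Type-A response regulators are induced by cytokinin and dampen its signalling. Of 4 type-A genes tested in MADS29 OX and WT leaves, 2 were higher and 0 lower (also 2 when adjusted over the list alone). *RR9* (LOC4349747) rose from a signal of 22.3 ± 3.53 (SD, n = 3) to 116 ± 63.0 (SD, n = 3), a log2 fold change of 2.19 (standard error 0.49, adjusted p = 0.0239 from limma). *RR6* (LOC4337372) rose from 38.6 ± 2.33 (SD, n = 3) to 88.9 ± 32.6 (SD, n = 3), a log2 fold change of 1.13 (standard error 0.30, adjusted p = 0.0432). *RR4* and *RR2* had log2 fold changes of 0.72 (adjusted p = 0.127) and -0.08 (adjusted p = 0.738). In both *RR9* and *RR6* the 3 MADS29 OX arrays lay above the 3 WT arrays, but both calls were lost when any 1 WT array was left out (highest adjusted p of 0.0912 and 0.139), and that of *RR6* also without MADS29 OX replicate 1 or 2. With 1 WT array left out the log2 fold change ran from 2.10 to 2.32 for *RR9* and from 1.08 to 1.15 for *RR6*. With the replicate number as a block neither was called (adjusted p = 0.0535 and adjusted p = 0.0692), nor with log2 of the value plus 16 or with no floor. Signal from the near-identical gene *RR10* could be part of the *RR9* value.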

*OsRR6* and *OsRR9/10* (Jain *et al*., 2006; Hirose *et al*., 2007), which are negative regulators of cytokinin signalling and are cytokinin responsive, were upregulated. Two cytokinin-O-glucosyl transferases, which are involved in inactivating cytokinins, were upregulated (Fig. 5D). 

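The auxin response genes that were called were lower in MADS29 OX leaves, and most of those tested were not called with the 2-fold limit. Of 13 auxin response factor (ARF) genes tested, 4 were lower and 0 higher in MADS29 OX leaves (also 4 when adjusted over the list alone). *ARF3* had a log2 fold change of -1.51 (standard error 0.12, adjusted p = 0.000911 from limma), *ARF22* one of -1.41 (standard error 0.18, adjusted p = 0.00359) and *ARF15* one of -1.40 (standard error 0.30, adjusted p = 0.0210), and *ARF16 (LOC4327785)* was at least 2.14-fold lower. By camera the ARF list lay lower than the other genes (median log2 fold change of -0.57, adjusted p = 0.00445), which did not hold with an estimated correlation (adjusted p = 0.679 with an estimated correlation). Of 15 Aux/IAA genes, which encode repressors of ARF proteins, 1 was lower: *IAA17*, with a log2 fold change of -1.26 (standard error 0.19), from 2192 ± 142 (SD, n = 3) to 936 ± 243 (SD, n = 3). The Aux/IAA list was not shifted by camera (adjusted p = 0.157). Without the fold limit, 10 of the 13 ARF genes and 5 of the 15 Aux/IAA genes had an adjusted p of at most 0.05 from limma. *SAUR39*, the 1 small auxin-up RNA gene tested under such a name, had a log2 fold change of 0.80 (standard error 0.40, adjusted p = 0.196). The call of *ARF15* was lost when any 1 WT array was left out (adjusted p from 0.0663 to 0.0850), and *ARF16 (LOC4327785)* stayed under 2-fold without WT replicate 3. With log2 of the value plus 16 the calls of *IAA17* (adjusted p = 0.0640), *ARF15* and *ARF16 (LOC4327785)* were lost, and with no floor those of *IAA17* (adjusted p = 0.0553) and *ARF15*.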

Genes involved in auxin signalling, such as *OsSAUR10*, *OsSAUR12*, and auxin-induced protein, were also affected. Some of the prominent gene classes highlighted among the MADS29^KD^ differentially expressed genes included those coding for chloroplast precursors, components of hormone metabolism and signalling, carbohydrate metabolism, LEA (Late Embryogenesis Abundant) proteins, and lipid transfer proteins (Supplementary Table S2). A number of AUX/IAA genes were found to be downregulated, indicating a disruption in the auxin-signalling pathway. Moreover, a few of the cytokinin metabolism genes were also affected. Some of the representative differentially regulated genes identified in the microarray analysis involved in auxin, cytokinin, chloroplast, and carbohydrate metabolism/biosynthesis were selected for validation of microarray results by qPCR. Auxin and cytokinin genes included those coding for OsSAUR21, OsSAUR12, auxin-induced protein, auxin efflux carrier, and cytokinin-N-glucosyltransferase were upregulated, whereas a gene encoding for OsIAA24 was downregulated (Fig. 6E).

## Discussion

### Transcriptional as well as post-transcriptional regulation of *MADS29* expression

*OsMADS29* transcripts have previously been shown to accumulate in a seed-specific manner (Lee *et al*., 2003; Arora *et al*., 2007). Recently, Yin and Xue (2012) and Yang *et al* (2012) found maximum accumulation of *MADS29* transcripts in the nucellus and the nucellar projection as well as the ovule vasculature during early stages of seed development and suggested its involvement in regulating programmed cell death of these cell types. The current data resulting from Western blot and immunolocalization analyses, however, shows that although the *MADS29* mRNA starts accumulating to high levels immediately after pollination, there is at least a 4-day lag in any significant level accumulation of the protein, because the protein is barely detectable at the S2 stage and it is only at the S3 stage (i.e. after 5 DAP) that a MADS29 band is visible in the Western blots. This is indicative of a possible translation level control that prevents *MADS29* transcripts from being translated (Bailey-Serres, 1999; Cheng and Chen, 2004). Furthermore, the lack of corresponding protein in the nucellar projection region, which was shown to accumulate maximum amounts for *OsMADS29* transcripts (Yin and Xue, 2012), further indicates the possibility of a post-transcriptional regulation of *OsMADS29* expression. There are a number of mechanisms that have been shown to affect translation, namely sucrose-mediated translational control, as shown for an *Arabidopsis thaliana* bZIP gene via an upstream open reading frame (uORF) (Hummel *et al*., 2009), and the presence of the light responsive *cis*-element TAGGGTTT in the 5′-untranslated region (Liu *et al*., 2012). Translation is also controlled by miRNA-mediated pathway, where AGO1 associates with miRNA and polysomes to regulate translation (Lanet *et al*., 2009). A preliminary survey of *OsMADS29* has revealed putative binding sites for miR441, miR446, and miR809 in its 3′-untranslated region. Further experiments would prove whether MADS29 translation were under the control of any of the above mentioned mechanisms. The presence of MADS29 protein during late stages, including the mature grain and germination stages (Supplementary Fig. S6), in the absence or low level of transcript suggests that the protein is very stable and has a longer half-life, indicating its importance during seed development.

### MADS29 may have evolved for monocot-specific regulation of embryo and endosperm development

Phylogenetic analysis has revealed that the monocot and dicot B-sister proteins form distinct clades (B-sister monocot subgroup II; Supplementary Fig. S1). This suggests that probably the B-sister monocot subgroup II proteins have acquired a cereal-specific role in seed development after their divergence from dicots (Gallavotti *et al*., 2008; von Behrens *et al*., 2011; Sang *et al*., 2012).

Dicots have an endosperm that disappears with maturation of the embryo, whereas in cereals the endosperm persists and stores starch in amyloplasts (Olsen, 2004). Amyloplasts are modified plastids that constitute major proportion of the endosperm (Thomson and Whatley, 1980) and the process of their differentiation from proplastids is not clearly understood (Yun and Kawagoe, 2009, 2010). Silencing *OsMADS29* leads to reduced grain filling decreased seed length, which resulted in decreased grain weight and hence decreased grain size. The endosperm cells in the knockdown lines were much smaller and were characterized by loosely packed starch grains. MADS29 silencing thus affected the size and number of starch granules along with the size of endosperm cells. A similar, more drastic phenotype of deformed starch granules/amyloplasts and reduced grain filling was observed for *flo2* mutant where expression of many starch metabolism genes was altered (She *et al*., 2010). Previously, Yin and Xue (2012) showed that starch accumulation and quality in the *MADS29* antisense lines was affected along with evidence to show that transcript levels of many starch metabolism genes were changed. It has been shown that altered grain filling can lead to low-quality starch and abnormal starch granules (Wang *et al*., 2008). 

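In MADS29 OX leaves 1 of 6 starch synthesis genes was lower and 0 were higher (the same counts when adjusted over the list alone). *SS1*, a soluble starch synthase gene, fell from a signal of 248 ± 45.1 (SD, n = 3) to 70.98 ± 13.4 (SD, n = 3), a log2 fold change of -1.81 (standard error 0.19, adjusted p = 0.00189 from limma). It was called in every fit that left out 1 array. *AGPS2*, which encodes an AGPase small subunit, had a log2 fold change of -0.41 (standard error 0.25, adjusted p = 0.280). The list had a median log2 fold change of -0.66 and an adjusted p of 0.134 by camera. Without the fold limit, 3 of the 6 genes had an adjusted p of at most 0.05 from limma.
Of 4 starch breakdown genes 0 were called by limma, 2 had an unadjusted p under 0.05, and 2 had an adjusted p of at most 0.05 without reaching 2-fold: *D-enzyme* (-0.88, standard error 0.15) and *GWD3*, of the glucan, water dikinase family (-0.28, standard error 0.07).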

In MADS29^OX^ lines, components of starch metabolism were upregulated (*Sucrose synthase*) as well as downregulated (*AGPase SS1*, *AGPase LS1*, *SS1*), suggesting that MADS29 is upstream to starch biosynthesis pathway and may affect its components, either directly or indirectly. Both silencing and overexpression of MADS29 affected many plastidic genes, as indicated by the current microarray data, thus implicating it in regulation of plastid differentiation as well. It was also significant to note that a majority of genes common to both MADS29^KD^ and MADS29^OX^ (Supplementary Table S3) exhibited reciprocal expression pattern, thereby suggesting that probably these genes could be direct targets of MADS29.

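In the overexpression arrays, genes of plastid import and pigment synthesis were among those called. *TOC75*, a protein import channel gene of the outer envelope, rose from a signal of 25.8 ± 1.26 (SD, n = 3) to 55.1 ± 4.11 (SD, n = 3), a log2 fold change of 1.09 (standard error 0.09, adjusted p = 0.000932 from limma). *PSY3*, a phytoene synthase gene of carotenoid synthesis, had a log2 fold change of -1.70 (standard error 0.12, adjusted p = 0.000563) with 2 of 3 MADS29 OX arrays at the floor. With log2 of the value plus 16 *TOC75* stayed under 2-fold (0.76), and with no floor the call of *PSY3* was lost (adjusted p = 0.0519).
Of 2 plastid ribosomal protein genes 0 were called by limma and 0 at an unadjusted p under 0.05: *CL18* had a log2 fold change of 0.53 (standard error 0.23) and *CL27* one of -0.08 (standard error 0.15).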

### Role of MADS29 in maintaining auxin/cytokinin homeostasis

Overexpression of *MADS29* caused severe stunting and other pleotropic effects on growth and development. The MADS29^OX^ phenotype was similar to that seen for certain hormone-related genes. 

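Few of the cytokinin perception and metabolism genes tested here were called, and those were lower in MADS29 OX leaves. The annotation does not settle which genes are the 2 cytokinin-O-glucosyl transferases that the paper reports as upregulated, so no values are given for them. Of 9 genes of cytokinin receptors, phosphotransfer proteins and type-B response regulators, 1 was lower and 0 higher: the receptor gene *HK5*, which fell from a signal of 336 ± 13.6 (SD, n = 3) to 153 ± 22.0 (SD, n = 3), a log2 fold change of -1.14 (standard error 0.13, adjusted p = 0.00238 from limma). Of 7 cytokinin metabolism genes 1 was lower: *LOGL9*, of the family that releases active cytokinin from its nucleotide, with a log2 fold change of -1.52 (standard error 0.25, adjusted p = 0.00833). Its paralog *LOGL5* had a log2 fold change of -0.29 (standard error 0.19, adjusted p = 0.307). Both lists had an adjusted p of 0.134 by camera. Without the fold limit, 4 of the 9 perception genes and 2 of the 7 metabolism genes had an adjusted p of at most 0.05 from limma. Of 2 GH3 family genes tested 1 was lower, *JAR1*, whose product conjugates jasmonate to isoleucine (log2 fold change of -1.37, standard error 0.08, adjusted p = 0.000291). Of 4 genes of auxin synthesis and transport 1 was higher and 1 lower: *PIN5A*, an auxin efflux carrier gene (1.25, standard error 0.27), and *ILL7*, an amidohydrolase gene of the family that frees auxin from conjugates (-1.14, standard error 0.20). The *PIN5A* call was lost without WT replicate 1 or 2 (highest adjusted p of 0.0875) and the *ILL7* call without WT replicate 1 (adjusted p = 0.0508). *PIN5A* stayed under 2-fold without MADS29 OX replicate 3 and *ILL7* without MADS29 OX replicate 2. The calls of *LOGL9* (adjusted p = 0.0848 and adjusted p = 0.103), *PIN5A* and *ILL7* were lost with log2 of the value plus 16 and with no floor.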

As expected, many auxin and cytokinin signalling and metabolism genes were differentially regulated in MADS29^OX^ as well as MADS29^KD^ lines. MADS29^OX^ plants were also found to have reduced leaf intercalary meristems. The size of the meristem has previously been shown to be affected by the balance of the auxin/cytokinin ratio (Moubayidin *et al*., 2009). In roots, higher levels of cytokinins result in progressive reduction in meristem size by increasing the rate of meristematic cell differentiation, thereby leaving less stem cells, which are insufficient to sustain proper development (Dello Ioio *et al*., 2007, 2008). A recent report on molecular characterization of *dec1* mutants, which exhibited enlarged shoot apical meristem, documented a decrease in cytokinin (such as zeatin and zeatin riboside) levels as well as downregulation of the type-A response regulator genes *OsRR6* and *OsRR9/10* (Itoh *et al*., 2012). In MADS29^OX^ plants also, the observed reduction in the size of intercalary meristem size was accompanied by an increase in cytokinin levels and upregulation of *OsRR6* and *OsRR9/10*. The *OsMADS29* gain-of-function phenotype, therefore, might have resulted due to the influence of MADS29 on genes involved in the cytokinin pathway, leading to an imbalance in cytokinin/auxin ratios and a cytokinin overproduction-like phenotype (Sakamoto *et al*., 2006; Hirose *et al*., 2007).

The role of *OsMADS29* in maintaining hormone homeostasis was further supported by experiments where *MADS29* was overexpressed in BY2 cells. In BY2 cells, the formation of ectopic amyloplasts is associated with exogenous application of cytokinin (Miyazawa *et al*., 1999, 2002; Enami *et al*., 2011), hence giving a lead that probably MADS29 is involved in managing the auxin/cytokinin ratios. These data also hinted towards the involvement of MADS29 in regulating plastid differentiation via cytokinin pathway. The microarray analysis revealed that a large number of chloroplast/plastid precursor proteins were also affected in MADS29^OX^ lines, which may have led to abnormalities in chloroplast development, as indicated by the initial fluorescence (F_0_) of chlorophyll (Supplementary Fig. S7A). Accumulation of MADS29 protein also correlates with the pattern of cytokinin accumulation in rice seeds, which has been directly linked to grain filling (Yang *et al*., 2000, 2002). Cytokinins have been known to influence chloroplast biogenesis and function (Polanska *et al*., 2007; Zubo *et al*., 2008; Brovko *et al*., 2010). In rice, overexpression of *OsRR3* and *OsRR5* has been shown to make the plants insensitive to cytokinin, leading to a reduction in chlorophyll levels (Cheng *et al*., 2010). Mutants impaired in cytokinin perception also show fluctuations in their chlorophyll levels (To *et al*., 2004). The current study observed a reduction in chlorophyll levels in MADS29^OX^ plants (Supplementary Fig. S7B), which may be due to the upregulation of *OsRR6* and *OsRR9/10*. Therefore, the overexpression studies in both rice and BY2 cells and the silencing of *MADS29* in rice suggest that OsMADS29 may have a role in maintaining hormone homeostasis and plastid differentiation during seed development in rice.

In conclusion, MADS29 seems to belong to a class of cereal-specific transcription factors that primarily targets hormone homeostasis, plastid biogenesis, and starch biosynthesis during seed endosperm development (Fig. 7). The presence of the MADS29 protein in developing embryo tissues and its ability to influence auxin/cytokinin homeostasis may implicate it in the regulation of embryo development as well. Some of the MADS29 target pathways (especially cytokinin biosynthesis) could also exist during vegetative development; therefore, probably the expression of this gene outside its natural domain caused such a drastic phenotype. Taken together, these analyses have revealed important facets of OsMADS29 function in maintaining hormone homeostasis and are also suggestive of its involvement in plastid differentiation and starch biosynthesis during seed development in rice.

**Fig. 7.**
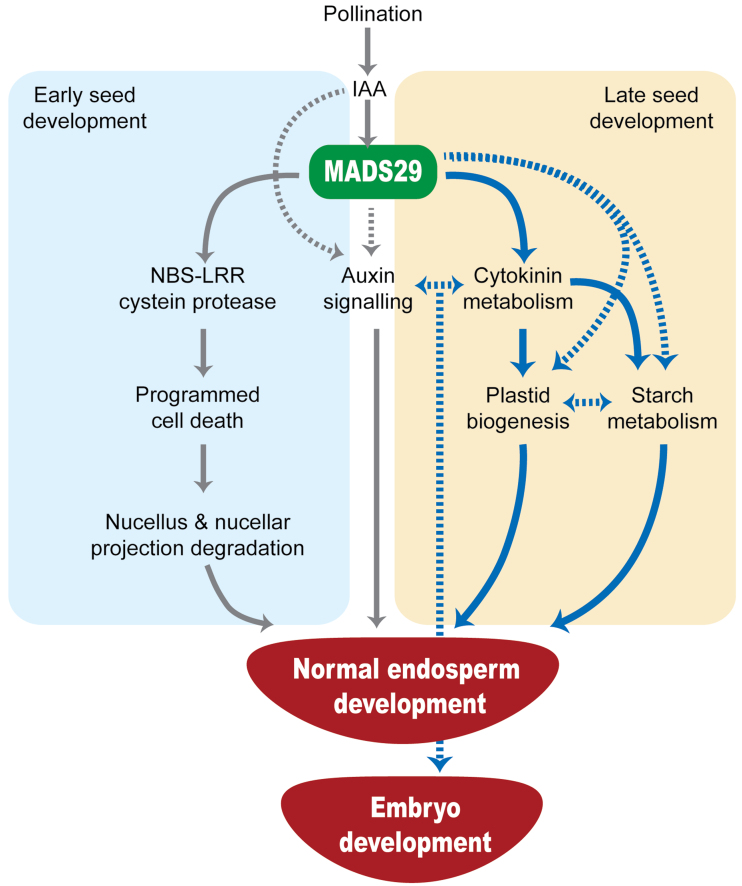
A hypothetical model representing *MADS29* function in seed development. An earlier report by Yin and Xue (2012) described *MADS29*’s role in programmed cell death of maternal tissues, the nucellus, and the nucellar projection during early stages of seed development (blue rectangle). The current data suggest that *MADS29* expression affects cytokinin levels in homologous (rice) as well as heterologous (tobacco BY-2 cell line) conditions during post-5-DAP seed development (peach rectangle). Transcriptome analyses of MADS29^OX^ and MADS29^KD^ plants followed by quantitative PCR-based validation of candidate genes point towards MADS29’s involvement in plastid biogenesis and starch metabolism, either directly or indirectly via the cytokinin pathway. OsMADS29-mediated alterations in auxin and cytokinin homeostasis may also affect cell division and differentiation in the embryo (this figure is available in colour at *JXB* online).

## Supplementary material

Supplementary data are available at *JXB* online.

Supplementary Methods S1.

Supplementary Fig. S1. Phylogenetic analysis of MADS-box B-sister proteins.

Supplementary Fig. S2. Enlarged view of a transverse section of immunostained dorsal region of a developing seed (4 DAP).

Supplementary Fig. S3. Responsiveness of MADS29^OX^ roots to auxin.

Supplementary Fig. S4. Reversal of the MADS29-overexpression phenotype by auxin treatment to transgenic BY2 cells.

Supplementary Fig. S5. Cytokinin-responsive genes in MADS29^OX^.

Supplementary Fig. S6. Temporal expression of MADS29 transcript and protein during seed germination.

Supplementary Fig. S7. Initial chlorophyll fluorescence (F_0_) and chlorophyll levels in MADS29^OX^ lines.

Supplementary Table S1. List of genes from selected pathways affected in the MADS29-overexpression lines versus wild-type plants.

Supplementary Table S2. List of genes from selected pathways affected in the MADS29-knockdown lines versus wild-type plants.

Supplementary Table S3. List of genes common to MADS29^KD^ and MADS29^OX^.

Supplementary Table S4. List of primers used in this study.

Supplementary Data

# Supplementary material for: Functional delineation of rice MADS29 reveals its role in embryo and endosperm development by affecting hormone homeostasis
**Source:** J Exp Bot. 2013 Aug 8;64(14):4239–53. doi: 10.1093/jxb/ert231
**Supplement:** Supplementary Data

Functional delineation of rice MADS29 reveals its role in embryo and endosperm development by affecting hormone homeostasis — Supplementary Data 

# Functional delineation of rice *MADS29* reveals its role in embryo and endosperm development by affecting hormone homeostasis

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

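The data are 6 Affymetrix rice arrays of leaf RNA, 3 from WT and 3 from MADS29 OX plants of rice var. PB1, and no array was left out. The values the authors deposited are probe set intensities on a linear scale, 57381 per array, of which 123 are control probe sets. The scanner settings, background correction, normalization and summary method behind these intensities are not given in the sources used here. The paper refers for them to its Supplementary Methods, which were not read. Nor do these sources give the test behind the paper's counts, for which its text gives only the fold and p thresholds. The array medians differed from their mean by at most 0.006 on the log2 scale, so the values were used as deposited.

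Control probe sets were left out. Values below 16 were raised to 16, and log2 was taken. The 14238 probe sets above the floor on at least 1 array were tested, and the 43020 at the floor on all arrays were left out of the fit and of the adjustment. The fit used lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested probe sets. A call needed an adjusted p of at most 0.05 and a fold of at least 2. *OsMADS29* was also compared by an exact permutation test. With arrays, the precision is limited by the number of arrays, and signals near the floor carry little information.

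Genes came from the platform annotation, which gave 1 gene for 22436 probe sets and several for 95, and did not list 34850, which are unnamed here. All 17905 genes were found in a current gene table of assembly ASM3414082v1, read with Python 3.11.15, and 2458 had a name other than an identifier. A gene was represented by its probe set with the highest mean over the 6 arrays. No coordinates are given, since no genome build is named for the array.

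Membership in 44 gene lists, written as patterns for descriptions and symbols, was decided through gene symbols and their synonyms, because the tables hold no descriptions. Patterns that caught an unrelated gene through a shared synonym had that gene removed, before any fold change was computed. Early light-induced proteins and transposable elements had no member. The 30 lists with at least 5 tested genes were tested with camera at an inter-gene correlation of 0.01 and again with an estimated correlation, and adjusted over these lists. Plastid and transport names among called genes were compared with the other named genes by Fisher's exact test.

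Genes are named in the text by a fixed rule: *OsMADS29* and the genes the paper names for these arrays that the annotation settles; the 12 highest and 12 lowest named genes among calls whose groups do not overlap; up to 4 called genes with the lowest adjusted p in each list; and, in lists with no call, the 2 members with the highest mean. *RR2*, *RR4* and the clock genes *PRR1*, *PRR95* and *PRR73* were named after their values were seen.

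Alternatives covered the adjustment, the fold limit, an equal-variance Student test, other priors, array weights, quantile normalization, median centring, log2 of the value plus 16, a filter at the 40th percentile of the mean, leaving out probe sets ending in _x_at or _s_at, the mean of a gene's probe sets, the replicate number as a block and leaving out each array. Log2 with no floor, a minimum mean of 32 and an adjustment over all probe sets were added after the data were seen. The fit was tested on simulated data for the 14238 probe sets, with their WT means in both groups and the real spread of each group. In each of 20 runs 200 probe sets were changed, all with a WT mean above 32, so the rates do not cover weaker signals. The fit called 34.7% of 2-fold, 76.6% of 3-fold, 90.0% of 4-fold and 96.7% of 8-fold changes. Of the 2-fold changes, 61.3% passed the adjusted p when the fold limit was not applied. There was a median of 5.5 false calls per run, and 0 calls in the median run without changes. In 20 further runs camera was tried on simulated genes that vary independently. Its unadjusted p was at most 0.05 for 100% of lists raised 1.5-fold on purpose and for 5% of lists left as they were. The gene lists themselves were called by a p adjusted over the lists, so these rates do not describe those calls.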

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

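The tests of technical noise and of the time of day were chosen only after the results were seen, as was the limit of 8-fold for the genes named next. These genes lie outside those the paper discusses for the leaf arrays, had groups that do not overlap and changed at least 8-fold. *BURP16* was at least 121-fold higher in MADS29 OX leaves (log2 fold change from 6.39 to 7.69 with 1 MADS29 OX array left out). *pinA* was 55.5-fold higher, with 2 of 3 WT arrays at the floor. *OSE727A*, of the pathogenesis-related list, was at least 39.2-fold higher. The dehydrin gene *RAB21* was at least 34.9-fold higher (from 4.28 to 5.73 on the log2 scale with 1 MADS29 OX array left out), a call lost with the value plus 16. *LEA19* was at least 30.6-fold higher. *LIR1* was 26.3-fold higher. *CAT-A* was 12.6-fold higher. *BGLU12* was at least 10.1-fold higher, a call lost with the value plus 16. *OsITPK3* was 8.96-fold higher. *SPX2* was 34.7-fold lower, with 2 of 3 MADS29 OX arrays at the floor. *Lsi6* was 22.7-fold lower and *MT1B* was 8.18-fold lower, each with 1 of 3 at the floor. With 1 MADS29 OX array left out *Lsi6* ran from -5.06 to -3.80 and *MT1B* from -3.76 to -2.43, both calls were lost with the value plus 16 and with no floor, and that of *MT1B* when any 1 WT array was left out. *GRXC7* was 13.6-fold lower.

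The MADS29 OX arrays differed among themselves more than the WT arrays did: over 9105 probe sets with a mean above 32, the median SD of log2 values was 0.252 in MADS29 OX and 0.0813 in WT leaves, a ratio of 3.10. Over 53 control probe sets the median SD was 0.168 in MADS29 OX and 0.148 in WT leaves, a ratio of 1.14, so they did not show the same widening. Their WT spread was already wider than that of the other probe sets, which limits how high their ratio could go. Noise of labelling, hybridization or scanning is therefore not excluded, and differences in RNA quality were not tested. A single MADS29 OX array standing apart is argued against as the whole source, since the lowest ratio with 1 of them left out was 2.53 (without replicate 2). Replicate 2 stood somewhat apart: its log2 values correlated at 0.936 and 0.951 with those of replicates 1 and 3, which correlated at 0.969 with each other. Differences between the MADS29 OX plants, lines or leaves sampled may be the source and were not tested, because the labels do not tie the samples to plants or lines.

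Of 17 genes of flowering and the circadian clock 3 were higher (*GI*, *PRR37* and *Hd3a*) and 1 was lower, the morning gene *CCA1* (log2 fold change of -1.66, standard error 0.19). *GI* (2.40, standard error 0.18) and *PRR37* (1.02, standard error 0.14) are expressed later in the day in rice, and as the mean of their probe sets *CCA1* and *PRR37* stayed under 2-fold, *PRR37* also without WT replicate 2 or MADS29 OX replicate 2. Leaves harvested at another time of day could give this, and the same doubt covers *LIR1*, a light-induced gene outside this list (log2 fold change of 4.72), and *CAT-A* (3.65). *PRR1* and *PRR95*, other genes of the later day, had a median log2 fold change of 0.27 but went apart (at least 0.72, adjusted p = 0.0900, and -0.19, adjusted p = 0.194 from limma), *PCL1* was at the floor, and *PRR73*, which was not part of that test, had 0.54 (adjusted p = 0.0170, under 2-fold). Harvest time therefore cannot be told apart from an effect of *OsMADS29* here, since no harvest time is given in the sources used here and too few of these genes were measured.

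The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1409 called probe sets and 1012 called genes, and the highest other split gave 0 of each, so that 1 split of 10 reached the real count. Each other split puts WT and MADS29 OX arrays together in both of its groups. The difference between them then widens the spread within those groups, so the 0 called probe sets and genes are largely set by the design. For gene lists called by camera the real split gave 7 and the highest other split also 7, and 2 splits of 10 reached that count.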

How the results depend on the processing

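Log2 with no floor, the minimum mean of 32 and the adjustment over all probe sets were added after the data were seen. *OsMADS29* was higher and called under every alternative run. Counts of probe sets and genes stayed within 1.5 times of 681, 728, 507 and 505 except under 3 settings: without a fold limit 1524 and 2152 probe sets and 1148 and 1519 genes were higher and lower; with log2 of the value plus 16 the counts were 272, 346, 191 and 240; and with no floor 442 probe sets and 305 genes were higher. The last 2 of these test all 57258 probe sets, and otherwise the cause was not tested. The called genes shared with the 1012 numbered 429 with the value plus 16 and 580 with no floor, 0 of them in the opposite direction. The odds ratio of transport names among lower genes (2.52) stayed above 1 under the alternatives run and, adjusted over the 4 tests of a setting, lost its call without a fold limit (1.59) and with no floor (adjusted p = 0.0590). The other odds ratios were not called and changed side: transport names among higher genes without a fold limit (0.996), with the value plus 16 (0.312) and with the mean of a gene's probe sets (0.870); plastid names among lower genes with array weights (1.00) and with the value plus 16 (1.25); and plastid names among higher genes with the value plus 16 (0.440), while without a fold limit they were called (1.95). Leaving out 1 array moved the last from 0.689 (without MADS29 OX replicate 2) to 1.92 (without MADS29 OX replicate 1, exact p = 0.0421, adjusted p = 0.0843). Of 7 shifted lists, 4 were called with the Student test (adjusted or not) or with array weights, 3 without probe sets ending in _x_at or _s_at, 2 with the value plus 16 or no floor, 5 with a minimum mean of 32, 0 with an estimated correlation and 4 to 7 with 1 array left out (4 without WT replicate 1, WT replicate 2 or MADS29 OX replicate 1, the last with the heat shock list called in addition). Of 79 named genes with a call, 37 kept it under all alternatives in which the gene was compared, and 42 lost it under at least 1. Single genes were not compared under the adjustment over all probe sets. Genes left without a probe set by the minimum mean of 32 were not compared there either. *HSF6* changed sign without MADS29 OX replicate 3, where another probe set represents it, and its values with 1 array left out ran from -0.64 to 1.42. With the replicate number as a replicate block 465 genes were higher and 481 lower. Same-numbered samples deviated together at correlations of 0.034, -0.045 and -0.127, so the numbers do not pair the samples, and not every sample correlated best with its own number. The filter at the 40th percentile removed 0 tested probe sets and says nothing. About 22% of probe sets were above the floor on an array, so changes among weakly expressed genes are the least certain.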

Differences from the paper's values

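The paper reports 1566 differentially expressed genes, 767 higher and 799 lower, at 2-fold and P of at most 0.05. Here 1012 genes were called, 507 higher and 505 lower, at 2-fold and an adjusted p of at most 0.05. Genes here cover only probe sets that the annotation pairs with 1 gene. Counted as probe sets the values are 1409, 681 and 728, within 1.5 times of the paper's. Among the alternatives set before the data were examined, the total and both directions fell within 1.5 times of the paper's with an unadjusted p (1117, 569 and 548 genes), with array weights and without MADS29 OX replicate 2. Without MADS29 OX replicate 1 the total (1065) and the higher genes did, but not the lower genes (516). The higher genes did but the total and the lower genes did not with the Student test at an unadjusted p, with the trend and robust prior and with quantile normalization; without a fold limit the higher genes did (1148), while the total (2667) and the lower genes (1519) lay above the paper's. All 3 counts differed with the Student test after adjustment, median centring, the value plus 16, the filter at the 40th percentile, without _x_at and _s_at probe sets, with the mean of a gene's probe sets, with the replicate block, without any 1 WT array and without MADS29 OX replicate 3. With an unadjusted p, 764 probe sets were higher and 792 lower, 1556 in all, which is the setting under which the values here come nearest to the paper's 767, 799 and 1566.

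The paper lists *MADS15* among the differentially expressed genes. Here it was at least 2.61-fold lower but not called (adjusted p = 0.0582 from limma), and it passed without WT replicate 3, by its unadjusted limma p (0.0159) and by the Student test without adjustment. The other genes of Fig. 5D that could be matched by name (*MADS14*, *MADS56*, *RR6*, *RR9*, *SS1* and *SGR*) were called in the direction the paper gives. The paper also reports a lower *OsLOG5*; the gene named *LOGL5* in the annotation, which was not settled to be the same gene, had a log2 fold change of -0.29 (adjusted p = 0.307 from limma).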

Other observations

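Of 12 phosphate starvation genes tested in MADS29 OX leaves 4 were lower and 1 higher (the same counts when adjusted over the list alone). Besides *SPX2*, the SPX domain gene *SPX1* had a log2 fold change of -2.22 (standard error 0.23, adjusted p = 0.00185 from limma) and the phosphate transporter gene *PT4* was at least 3.30-fold lower, while *PT1 (LOC4331635)* was 2.44-fold higher. By camera this list lay lower than the other genes (adjusted p = 0.0215; adjusted p = 0.622 with an estimated correlation). Of 13 iron homeostasis genes 1 was higher and 2 lower. The metal transporter gene *NRAMP4* had a log2 fold change of 2.14 (standard error 0.30), *NAAT1*, an enzyme gene of phytosiderophore synthesis, one of -2.68 (standard error 0.43) and the transporter gene *YSL12* one of -1.96 (standard error 0.16), and the list was not shifted (adjusted p = 0.595). The florigen gene *Hd3a* was at least 3.93-fold higher (adjusted p = 0.00207 from limma). For *Hd3a* too, harvest at another time of day cannot be told apart from an effect of *OsMADS29*, since no harvest time is given.

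Of 13 phenylpropanoid and lignin genes 2 were higher and 1 lower: *CAD8C* (5.58-fold higher), *4CL4* (2.60-fold higher) and *CAD3* (4.26-fold lower), all with adjusted p from limma under the threshold. As the mean of their probe sets *4CL4*, *NRAMP4*, *YSL12* and *PT1 (LOC4331635)* stayed under 2-fold and *CAD8C* had a log2 fold change of 1.24. Of 9 flavonoid genes 1 was higher, *Cfi* (at least 2.02-fold; call lost without WT replicate 2, adjusted p = 0.0511, and under 2-fold without MADS29 OX replicate 2 or with array weights), and of 11 cell wall loosening and cellulose synthesis genes 1 was higher, *EXLA1* (3.86-fold). Of 23 cytosolic ribosomal protein genes 0 were called by limma or by the Student test and 7 had an unadjusted p under 0.05; as a list they lay higher by camera (median log2 fold change of 0.25, adjusted p = 0.0215; adjusted p = 0.679 with an estimated correlation), with *RPS21* at 0.11 and *RPS27AB* at -0.14. The Student test likewise called 0 of the 2 plastid ribosomal protein genes and 0 of the 4 starch breakdown genes. *BGLU16*, a β-glucosidase gene, was 5.50-fold lower. With log2 of the value plus 16 the calls of *BGLU16*, *EXLA1*, *NAAT1*, *NRAMP4* and *PT1 (LOC4331635)* were lost, and with no floor those of the first 4.

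Marker lists of other tissues showed few calls. Of 20 cell division genes 1 was lower, the kinesin gene *KIN4A* (log2 fold change of -1.07, standard error 0.15, adjusted p = 0.00497 from limma, 2 of 3 MADS29 OX arrays at the floor), a call lost without WT replicate 3, with log2 of the value plus 16 and with no floor. Of 7 wax, cutin and lipid transfer genes, 4 histone genes, 2 seed storage protein genes and 2 pollen and anther genes, 0 were called by limma or the Student test, and 2, 1, 1 and 0 of them had an unadjusted p under 0.05. The lipid transfer protein genes *LTP2-B* and *LTP* had log2 fold changes of 0.98 (adjusted p = 0.107) and 0.14, the histone genes *H2B.5* and *H2B.6* -0.21 and -0.01, and the seed storage protein genes *GLUA-2* and *GLB* -0.32 and -0.25. *DTM1* had a log2 fold change of -0.32, and *MSP1* was at the floor on all MADS29 OX arrays.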
